# Calcium channel β3 subunit regulates ATP-dependent migration of dendritic cells

**DOI:** 10.1126/sciadv.adh1653

**Published:** 2023-09-20

**Authors:** Marcel S. Woo, Friederike Ufer, Jana K. Sonner, Anouar Belkacemi, Joseph Tintelnot, Pablo J. Sáez, Paula F. Krieg, Christina Mayer, Lars Binkle-Ladisch, Jan Broder Engler, Simone Bauer, Nina Kursawe, Vanessa Vieira, Stefanie Mannebach, Marc Freichel, Veit Flockerzi, Pablo Vargas, Manuel A. Friese

## Abstract

Migratory dendritic cells (migDCs) continuously patrol tissues and are activated by injury and inflammation. Extracellular adenosine triphosphate (ATP) is released by damaged cells or actively secreted during inflammation and increases migDC motility. However, the underlying molecular mechanisms by which ATP accelerates migDC migration is not understood. Here, we show that migDCs can be distinguished from other DC subsets and immune cells by their expression of the voltage-gated calcium channel subunit β3 (Cavβ3; CACNB3), which exclusively facilitates ATP-dependent migration in vitro and during tissue damage in vivo. By contrast, CACNB3 does not regulate lipopolysaccharide-dependent migration. Mechanistically, CACNB3 regulates ATP-dependent inositol 1,4,5-trisphophate receptor–controlled calcium release from the endoplasmic reticulum. This, in turn, is required for ATP-mediated suppression of adhesion molecules, their detachment, and initiation of migDC migration. Thus, *Cacnb3*-deficient migDCs have an impaired migration after ATP exposure. In summary, we identified CACNB3 as a master regulator of ATP-dependent migDC migration that controls tissue-specific immunological responses during injury and inflammation.

## INTRODUCTION

Dendritic cells (DCs) are antigen-presenting cells that orchestrate the immune response by constantly patrolling the entire body. The subpopulation of migratory DCs (migDCs) is localized at host-environment interfaces. migDCs are derived from the bone marrow and populate different organs of the body as precursors from the blood stream where they undergo permanent homeostatic maturation (*1*). They have the important ability to migrate from tissues to lymphoid organs through lymphatic vessels. In particular, at body surfaces, they take up and subsequently carry processed antigens to present them to effector immune cells in the secondary lymphoid organs (*2*, *3*). Their antigen sampling and presentation as well as activation state and migratory speed are modified by the presence of pathogen-derived cues or host-derived danger signals (*4*, *5*). During infection and inflammation, migDCs rapidly mature and accelerate migration from their respective tissues to eventually enter draining lymph nodes (dLNs) through the lymphatic vessels to interact with T cells for antigen presentation. However, little is how tissue damage shapes migration and its context-dependent induction or inhibition of directed adaptive immune responses (*6*).

In this context, we previously identified the neuronal plasticity molecule activity-regulated cytoskeleton-associated protein (Arc/Arg3.1) as a specific regulator of DC migration in response to the pathogen-associated molecular pattern (PAMP) lipopolysaccharide (LPS) (*7*). However, tissue damage and inflammation equally shape DC migration by release of a variety of danger signals from damaged cells or through secretion by activated parenchymal or infiltrating immune cells (*8*). A key damage-associated molecular pattern (DAMP) is extracellular adenosine triphosphate (ATP) that affects migDC migration and coordinates the innate immune response in the vicinity of tissue damage by binding to ionotropic P2X receptors (P2RXs) and metabotropic P2Y receptors (P2RYs) (*9*, *10*). Activation of P2RXs induces an increase in cytosolic calcium and sodium concentrations. Especially well studied are P2RX4 and P2RX7 that, upon activation, induce proinflammatory phenotypes in T cells, macrophages, and monocytes (*11*, *12*). ATP binding to P2RYs induces a G protein–coupled signaling cascade that results in inositol 1,4,5-trisphophate (IP_3_) receptor (IP_3_R)–dependent calcium release from the endoplasmic reticulum (ER) into the cytosol, which can act both pro- and anti-inflammatory (*13*, *14*). For example, activation of P2RY6 inhibits effector T cell activation in a mouse model of pulmonary inflammation (*15*), whereas P2RY14 promotes signal transducer and activator of transcription 1–dependent secretion of inflammatory cytokines in macrophages (*16*, *17*). Because of the immunomodulatory impact of ATP, its concentration is tightly controlled and actively being kept in a nanomolar range by the exonucleotidases CD39 and CD73 that cleave ATP and generate adenosine (ADO) (*18*). The latter binds to ADO receptors that dampen inflammatory phenotypes and, for example, foster the differentiation of regulatory T cells and homeostatic microglia (*19*–*21*). Therefore, while homeostatic levels of ATP and ADO are well balanced, abundant release of ATP will influence the outcome of inflammation and tolerance.

Similarly, migDCs express high levels of a variety of P2RXs, P2RYs, and ADO receptors as well as CD39 and CD73 (*2*, *22*, *23*). ATP activates P2RX7 that results in pannexin-1–dependent release of ATP inducing an autocrine loop that augments chemotaxis of migDCs. Engagement of P2RX7 by increased ATP levels induces cytosolic calcium levels that result in a rearrangement of the actin cytoskeleton and accelerated migration (*22*, *24*). However, inhibition the P2RX7 in migDCs does not completely inhibit fast migration (*22*). Thus, besides the pannexin-1–P2RX7 axis, additional ATP-induced signaling cascades have to be present to regulate migDC migration. In particular, the role and molecular regulators of the ATP-induced calcium currents are unknown.

Here, we set out to define exclusive determinants of migDC function and identified the voltage-gated calcium channel auxiliary subunit β3 (CACNB3) as master regulator of ATP-dependent migration. By contrast, other regulatory and pore-forming subunits of voltage-gated calcium channels were not expressed in migDCs. By measuring the impact of CACNB3 on DC migration in vitro and in vivo during tissue damage and inflammation, we found that it selectively regulates ATP-dependent migration in contrast to pathogen-induced migration. Mechanistically, we detected that CACNB3 regulates ATP-induced calcium release from the ER and thereby enables down-regulation of surface adhesion molecules with subsequent detachment and initiation of migration. Together, we identified a mechanism that specifically modulates ATP-dependent migration in migDCs, which could be used to directly modulate this process in inflammatory diseases.

## RESULTS

### CACNB3 expression defines migDCs

Following up on our previous work (*7*), we set out to further characterize unique functions of migDCs. To identify exclusively expressed genes of migDCs that could give deeper insights into their function, we first mined the publicly available ImmGen database (*25*–*27*). We compared the transcriptomes of LN-resident migDCs (fig. S1A) against all other 64 immune cell subsets available (Fig. 1, A to C), which resulted in 13 genes that were exclusively expressed in migDCs in comparison to other DCs (Fig. 1D). The most distinct gene transcripts were apolipoprotein 7c (*Apol7c*) and the voltage-gated CACNB3 (*Cacnb3*). Confirmatory, migDCs highly expressed the *Arc/Arg3.1* gene, which we previously identified as specific marker for migDCs (fig. S1B) (*7*), and they were enriched for the Gene Ontology (GO) term “antigen processing and antigen presentation” (fig. S1C). We further focused on *Cacnb3* since this gene is highly conserved and shared among species, whereas no human orthologue exists for *Apol7c*. A detailed analysis of *Cacnb3* expression in different DC subsets revealed the highest expression in MHCII^high^Langerin^−^CD103^+^CD11b^+^, MHCII^high^Langerin^−^CD103^+^CD11b^low^, MHCII^high^Langerin^+^CD103^−^CD11b^+^, and MHCII^high^Langerin^+^CD103^+^CD11b^low^ migDCs in skin dLNs (sdLNs) (fig. S1D). In contrast, skin-resident Langerhans cells showed a weak *Cacnb3* expression, suggesting a specific role for *Cacnb3* in migDC subsets originating from the bone marrow. Since CACNB3 is a subunit of voltage-gated calcium channels, we next analyzed the expression of the other subunits in the ImmGen database (Fig. 1E) and by RNA sequencing of sorted migDCs (Fig. 1F). Notably, migDCs exclusively expressed *Cacnb3* but none of the other regulatory and pore-forming subunits, which are required for membranous voltage-gated calcium channels. This was in contrast to neurons that highly expressed *Cacnb3* together with other subunits that are functionally related (fig. S1E). In addition, probing sorted migDCs, plasmacytoid DCs, and classical DCs from sdLNs for their *Cacnb3* transcript levels by quantitative polymerase chain reaction (PCR) confirmed the exclusive *Cacnb3* expression in migDCs (Fig. 1G and fig. S1, F and G). Together, we concluded that *Cacnb3* expression defines migDCs and asked whether CACNB3 expression relates to a unique function in this important regulatory immune cell subset.

**Fig. 1.**
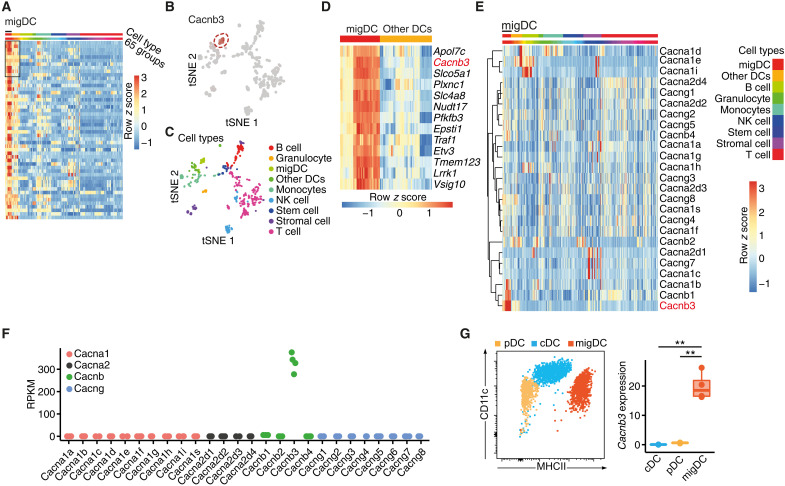
CACNB3 is exclusively expressed in migDCs. (**A**) Heatmap showing differential expression analysis of migDCs against 64 other immune cell groups retrieved from the ImmGen database (GSE15907). Rows depict genes sorted by the highest expression in migDCs in comparison to all other cell types, columns are grouped by cell types, and color shows row *z* score. (**B**) *t*-distributed stochastic neighbor embedding (tSNE) plot depicting each of the 653 samples included in the ImmGen database (GSE15907), labeled are all Cacnb3-high expressing samples. Color shows relative expression. NK cell, natural killer cell. (**C**) tSNE plot depicts each sample, and colors define cell types. (**D**) Heatmap of the top 13 genes that are differentially expressed in migDCs in comparison to each other cell type sorted by average log fold change. Color shows row *z* score. (**E**) Heatmap showing all voltage-gated calcium channel subunits. Hierarchical clustering was performed for rows, and color shows row *z* score. (**F**) Reads per kilobase of transcript per million mapped reads (RPKM) of voltage-gated calcium channel subunits from sorted migDCs that were used for RNA sequencing (*n* = 4). (**G**) *Cacnb3* RNA expression of sorted plasmacytoid DCs (pDCs), classical DCs (cDCs), and migDCs from sdLNs (*n* = 3). Unpaired *t* test was used for statistical comparison, **P < 0.01.

### CACNB3 specifically regulates ATP-dependent migration

Because CACNB3 is exclusively expressed in migDCs, we next investigated whether it regulates DC migration. We first compared the migration of wild-type (WT) and *Cacnb3*-deficient (*Cacnb3^−/−^*) migDCs in vivo using skin painting with fluorescein isothiocyanate (FITC). Painting the ear skin of mice with FITC allows to assess the uptake of FITC by migDCs and their inflammation-driven mobilization and migration to the dLNs. Notably, no differences were measured for both genotypes when comparing the number of FITC-positive migDCs that had migrated to the ipsilateral dLNs that served as control (Fig. 2A). Next, we aimed to evaluate the capacity of DAMP- or PAMP-activated migDCs to migrate to dLNs in vivo. For this, we injected into the footpads of WT mice an even mixture of WT and *Cacnb3^−/−^* bone marrow–derived DCs (BMDCs) after ex vivo exposure to vehicle, 500 μM ATP, or LPS (100 ng/ml) for 30 min and measured the recovered BMDCs in the draining popliteal LNs (Fig. 2B) by flow cytometry. Again, we found no differences in vehicle-stimulated (Fig. 2C) or LPS-stimulated (Fig. 2D) BMDCs. By contrast, we recovered significantly less *Cacnb3^−/−^* BMDCs from dLNs after ATP stimulation (Fig. 2E). Likewise, after LPS stimulation, we detected no differences in activation marker induction on WT and *Cacnb3^−/−^* BMDCs (fig. S2, A to E).

**Fig. 2.**
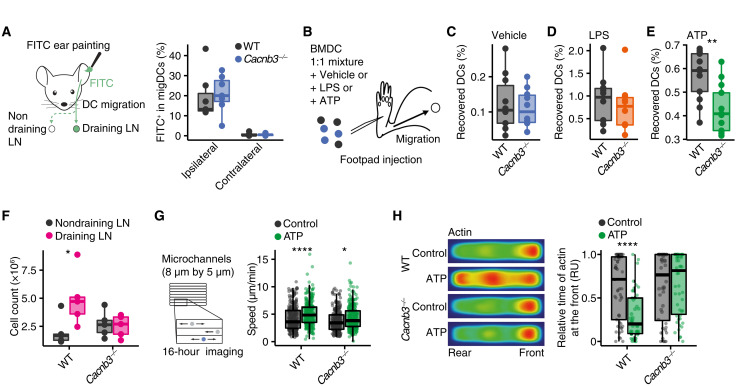
*Cacnb3*-deficient migDCs show an impaired ATP-dependent migration. (**A**) FITC ear painting in WT and *Cacnb3^−/−^* (*n* = 7) mice and quantification of FITC^+^ migDCs in ipsilateral and contralateral cervical LNs. (**B** to **E**) Graphical summary (B) and quantification of recovered BMDCs from draining ipsilateral popliteal LNs of WT and *Cacnb3^−/−^* BMDCs that were mixed in a 1:1 ratio and pulsed with vehicle (C) (WT, *n* = 9; *Cacnb3^−/−^ n* = 8), LPS (100 ng/ml) (D) (WT, *n* = 9; *Cacnb3^−/−^*, *n* = 7), or 500 μM ATP (E) (WT, *n* = 10; *Cacnb3^−/−^*, *n* = 10) and injected into the footpad of WT mice. (**F**) Quantification of migDCs in WT- and *Cacnb3^−/−^*-draining and nondraining cervical LNs after ear tape stripping (*n* = 5). (**G**) Quantification of mean speed (in micrometers per minute) of WT and *Cacnb3^−/−^* BMDCs that were imaged in microchannels after pulsing with vehicle or 500 μM ATP. (**H**) Quantification of relative time of actin at the front of WT and *Cacnb3^−/−^* BMDCs [in relative units (RU)] that were imaged in microchannels after pulsing with vehicle or 500 μM ATP. Unpaired *t* test was used for statistical comparison, *P < 0.05, **P < 0.01, and ****P < 0.0001.

To further investigate the ATP-dependent migration, we used ear tape stripping as a model for subtle tissue injury that results in local ATP release (*28*). Notably, we detected an increased migration of WT but not *Cacnb3^−/−^* migDCs into ipsilateral draining cervical dLNs after ear tape stripping (Fig. 2F and fig. S2F). In particular, the relative frequency of different migDC subsets was not affected after ear tape stripping in the absence of CACNB3 (fig. S2G). Next, we analyzed the migration of WT and *Cacnb3^−/−^* BMDCs in microchannels after 30 min of 500 μM ATP treatment. Consistently, WT BMDCs showed a stronger increase in average speed after ATP stimulation than *Cacnb3^−/−^* BMDCs (Fig. 2G and fig. S2H). Again, no differences in acceleration were observed between WT and *Cacnb3^−/−^* BMDCs after LPS stimulation (fig. S2, I and J). Actin redistribution that is required for migration was also disturbed after ATP stimulation, as we observed a diminished relocation of actin from the front to the rear end in *Cacnb3^−/−^* BMDCs in comparison to WT BMDCs (Fig. 2H). Notably, when we analyzed WT and *Cacnb3^−/−^* mice in steady state, we did not detect any a priori differences between genotypes in immune cell numbers or subset composition in the blood, spleen, aortic LNs, or sdLNs (fig. S3, A and B). A more detailed analysis of migDC subsets and Langerhans cell frequencies in sdLN of *Cacnb3^−/−^* and WT mice also showed no differences between genotypes (fig. S3C). Likewise, the expression of the ADO exonucleotidases CD39 and CD73 in various immune cell subsets was unaltered in sdLNs and spleen in the absence of CACNB3 (fig. S3, D to G). Thus, CACNB3 specifically regulates migration of migDCs in response to the danger signal ATP, and *Cacnb3^−/−^* mice do not show any a priori immune cell deficiencies.

### ATP-induced calcium release from the ER is modulated by CACNB3

After having established that CACNB3 is required for ATP-induced migration of migDCs, we interrogated the underlying mechanism. 

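For the RNA sequencing of BMDCs, which are cells grown from bone marrow in medium with GM-CSF, the authors deposited the number of reads counted on each gene, without normalization. The table holds 30 libraries from 10 numbered cultures. WT cultures are named p974s846, p974s850, p974s855, p974s856 and p974s864, and *Cacnb3-/-* cultures p974s843, p974s851, p974s852, p974s853 and p974s865. Each culture has 3 libraries, whose names end in ctrl, 0p5h or 24h. The name and the treatment field of the sample labels both place the libraries named 24h at 24 hours after ATP. For the other 2 sets they disagree, since the libraries named ctrl have a treatment field that reads 30 min of ATP and the libraries named 0p5h one that reads vehicle. The paper's text does not list its samples, so the sets are given here under their library names, and which of these 2 was unstimulated is left open. Comparisons of genotypes within a set do not depend on this reading. The header of the count table names featureCounts 1.5.1, the gene models of Ensembl release 79 on GRCm38 and alignments of read 1, with no option set for strandedness, for reads with several alignments or for read pairs. The paper's methods name GRCm39 and paired-end reads, so coordinates are given here on GRCm38, as in the table. Between 8237393 and 32164225 reads per library were counted on genes, with a median of 19556920. In the libraries named ctrl, 0p5h and 24h, the median was 25364047, 20360908 and 19915605 in WT and 16202000, 18729574 and 11986891 in *Cacnb3-/-* BMDCs. Counts were normalized for library size by edgeR's TMM method and given as CPM, the count per 1000000 normalized counts. Genes that edgeR's filterByExpr keeps with its default settings were tested by its quasi-likelihood test within the groups compared, with Benjamini-Hochberg adjustment. Following the thresholds in the paper's methods, a gene was called at an adjusted p under 0.05 and a change of at least 2-fold.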

To identify potential transcriptional changes that are imposed by CACNB3, we sequenced the RNA of WT and *Cacnb3^−/−^* BMDCs in an unstimulated state as well as 30 min and 24 hours after ATP pulse stimulation. 

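Between WT and *Cacnb3-/-* BMDCs, edgeR called 0 genes in the libraries named ctrl, 0 in those named 0p5h and 0 in those named 24h, each with 5 cultures per genotype. It also called 0 genes when the 3 libraries of each culture were summed. These tests covered 13022, 12806, 12706 and 14833 genes, in that order. At an unadjusted p under 0.05 they found 2161, 2103, 4877 and 3449 genes, where chance would give 651, 640, 635 and 742, and the smallest adjusted p from edgeR with Benjamini-Hochberg adjustment was 0.243, 0.251, 0.0515 and 0.127. limma-voom called 0 genes in each of the 4 comparisons. DESeq2, the tool in the paper's methods, called 146, 83, 606 and 251 genes at the same thresholds. The count by edgeR also rested on single cultures. Without WT culture p974s864 it called 249 genes in the libraries named ctrl, 733 in those named 24h and 380 with libraries summed. Without *Cacnb3-/-* culture p974s865 it called 1129 genes in the libraries named 24h and 190 with libraries summed. In the libraries named 24h, it called 376 genes with no filter on low counts and 615 when all 30 libraries were fitted together.

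*Cacnb3* (ENSMUSG00000003352) lies on chromosome 15 of GRCm38, from 98632220 to 98644530 on the forward strand. Reads were counted on it in all 30 libraries, also in those labelled *Cacnb3-/-*, where the lowest value was 572 CPM from 4307 reads. Averaged over the 3 libraries of each culture, it reached 1386 ± 159 CPM in WT and 988 ± 79.2 CPM in libraries labelled *Cacnb3-/-* (SD, n = 5 cultures each), and every WT culture lay above every *Cacnb3-/-* culture (exact permutation test, two-sided, p = 0.00794, the smallest that 5 cultures against 5 allow, Benjamini-Hochberg adjusted 0.0635 over 16 tests). Its log2 fold change from WT to *Cacnb3-/-* was -0.77 in the libraries named 24h (standard error 0.23, adjusted p = 0.0518 from edgeR with Benjamini-Hochberg adjustment) and -0.42 with libraries summed (standard error 0.12, adjusted p = 0.127 from the same test). It was -0.27 in the libraries named ctrl (standard error 0.15, adjusted p = 0.383 from the same test) and -0.34 in those named 0p5h (standard error 0.18, adjusted p = 0.367 from the same test), where the genotypes overlapped. Over 11 alternative settings its adjusted p in the libraries named 24h ranged from 0.00122 to 0.477, with 4 under 0.05, and over 8 with libraries summed from 0.0100 to 0.472, with 1 under 0.05, that of DESeq2. Without *Cacnb3-/-* culture p974s865, its adjusted p in the libraries named 24h was 0.0157 in edgeR, at a log2 fold change of -0.88. With all 10 cultures and each library's trend with GC content removed, the log2 fold change in these libraries was -0.23. The counts are per gene, so they do not show which exons the reads covered.

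**Figure D1:**
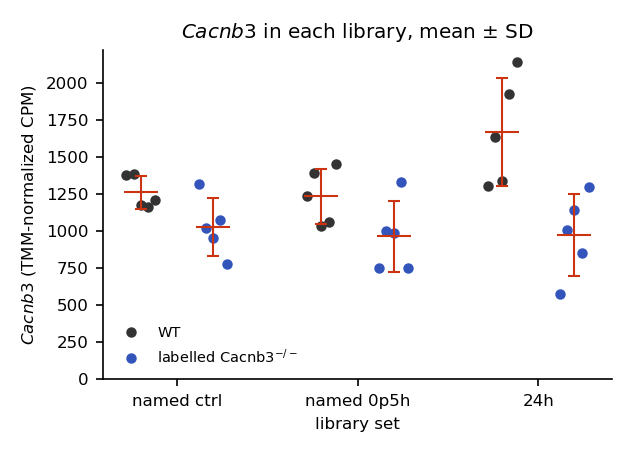
CPM of *Cacnb3* in each library, by library set and genotype. Each point is a library and bars give the mean ± SD of 5 cultures. The lowest library lies at 572 CPM.

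Of 7 P2RX genes, *P2rx4*, *P2rx5* and *P2rx7* had enough counts to be tested in each of the 3 sets. Their lowest adjusted p from edgeR with Benjamini-Hochberg adjustment was 0.135, for *P2rx4* in the libraries named 24h, with 206 ± 47.4 CPM in WT and 149 ± 44.2 CPM in *Cacnb3-/-* BMDCs (SD, n = 5) and a log2 fold change of -0.45. Of 9 P2RY genes, 8, 7 and 7 were tested in the libraries named ctrl, 0p5h and 24h. *P2ry10* (ENSMUSG00000050921, chromosome X, 107088492 to 107104974) had the lowest p of these in the libraries named 24h. It reached 239 ± 47.1 CPM in WT and 390 ± 120 CPM in *Cacnb3-/-* BMDCs (SD, n = 5), a log2 fold change of 0.72 (standard error 0.22, adjusted p = 0.0542 from edgeR with Benjamini-Hochberg adjustment). Once each library's trend with GC content was removed, this log2 fold change was -0.00645, and over 10 alternative settings its adjusted p ranged from 0.0197 to 0.983. Adjusted over the list alone, 0 of the P2RX and 0 of the P2RY genes passed in edgeR, with 1 of the P2RX and 2 of the P2RY genes at an unadjusted p under 0.05 in any comparison. The P2RX gene was *P2rx6* (ENSMUSG00000022758, chromosome 16, 17561885 to 17577800), tested with libraries summed, at 1 to 27 reads per library (log2 fold change -1.06, standard error 0.39, adjusted p = 0.149 over all genes from edgeR with Benjamini-Hochberg adjustment, 0.0790 to 0.216 over 8 alternative settings). It passed over the list alone in edgeR without WT culture p974s864 or *Cacnb3-/-* culture p974s865. DESeq2, over the members that edgeR tested, passed 2 of the P2RY genes in the libraries named 24h and 1 of the P2RX genes, *P2rx6*, with libraries summed, and over all members that it tested itself passed 1, *P2ry10* in the libraries named 24h. Without *Cacnb3-/-* culture p974s865, *P2ry10* and *P2rx4* in the libraries named 24h passed over all genes in edgeR, below 2-fold.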

Notably, we detected no differentially regulated genes between genotypes at any time point (Fig. 3, A and B, and fig. S4, A to C) including P2RX and P2RY (fig. S4D). However, reassuringly after ATP stimulation, both genotypes showed an increase in the GO terms “cell migration,” “cell motility,” and “locomotion” on transcriptional level (Fig. 3C and fig. S4, E and F).

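Sets of libraries of one genotype were compared with 5 against 5 libraries each. From the libraries named ctrl to those named 0p5h, edgeR called 23 genes higher and 0 lower in WT, and 36 higher and 1 lower in *Cacnb3-/-* BMDCs. Of these, 17 were called in both genotypes, and of 42 genes called in either and tested in both, 41 were higher and 1 was lower in both. The culture number as a replicate block moved these counts to 76 genes in WT and 82 in *Cacnb3-/-* BMDCs. In fits without the block, 3 genes were called in WT without culture p974s850 or p974s856. Without *Cacnb3-/-* culture p974s851, 16 were called in *Cacnb3-/-* BMDCs in such a fit. From the libraries named ctrl to those named 24h, edgeR called 2 genes in WT, both lower, and 0 in *Cacnb3-/-* BMDCs, where 1343 genes had an unadjusted p under 0.05 and DESeq2 called 48. With the culture number as a replicate block, these counts were 122 and 138. *Plet1* fell by 2.44 on the log2 scale in WT (standard error 0.30) and *Il1rl2* by 1.16 (standard error 0.14), each with an adjusted p of 0.0322 from edgeR with Benjamini-Hochberg adjustment, and both fell in 5 of 5 WT cultures. In fits without the block, both calls were lost without culture p974s846, p974s850, p974s855 or p974s856. Without culture p974s864 *Il1rl2* was not called either (adjusted p = 0.0949 from the same test). In *Cacnb3-/-* BMDCs, *Plet1* fell by 0.91 and *Il1rl2* by 0.40 on the log2 scale (adjusted p = 0.444 and 0.664 from edgeR with Benjamini-Hochberg adjustment), and the interaction between genotype and set had an adjusted p of 0.753 for both genes by the same test. DESeq2 with the culture number as a replicate block called this interaction for *Plet1* (1.51 on the log2 scale, adjusted p = 0.00489, from 0.00489 to 1.00 over 10 alternative settings) and put its fall in *Cacnb3-/-* BMDCs under 0.05 (adjusted p = 0.0121, from 0.012 to 0.57 over 7), below 2-fold. From the libraries named 0p5h to those named 24h, 6 genes were higher and 76 lower in WT, and 21 were higher and 63 lower in *Cacnb3-/-* BMDCs, with 38 genes called in both. With the culture number as a replicate block, 53 genes were higher and 175 lower in WT, and 167 were higher and 200 lower in *Cacnb3-/-* BMDCs. GO terms were not tested.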

**Fig. 3.**
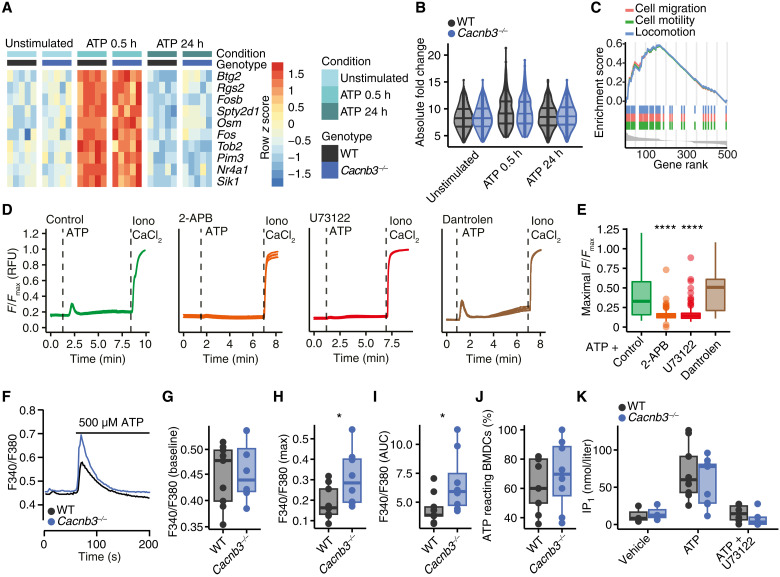
IP_3_R-mediated calcium release is inhibited by CACNB3. (**A**) Heatmap of identified genes by RNA sequencing in WT and *Cacnb3^−/−^* BMDCs 30 min or 24 hours after a 30-min pulse of 500 μM ATP (*n* = 5). Color shows row *z* score. (**B**) Absolute log_2_ fold change of top 50 regulated genes between WT and *Cacnb3^−/−^* BMDCs across all conditions. (**C**) GO term enrichment of cell migration [normalized enrichment score (NES) = 1.52, *P*adj = 0.003], cell motility (NES = 1.52, *P*adj = 0.003), and locomotion (NES = 1.52, *P*adj = 0.002) in WT BMDCs 30 min after ATP pulse. (**D** and **E**) Representative means of calcium traces with SEM (D) and quantification (E) of WT BMDCs that were stimulated with 500 μM ATP and pretreated for 10 min with vehicle (*n* = 214), 2-APB (*n* = 113), U73122 (*n* = 167), or dantrolene (*n* = 54). (**F**) Mean Fura-2 (F340/F380) ratiometric traces from WT and *Cacnb3^−/–^*BMDCs before and after the addition of 500 μM ATP. (**G** to **J**) Quantification of resting calcium levels (G), calcium peak (H), and AUC after the addition of 500 μM ATP (I) and percentage of BMDCs that reacted to 500 μM ATP application with increase in cytosolic calcium levels (J) in WT (*n* = 9) and *Cacnb3^−/−^* (*n* = 8) BMDCs. (**K**) IP_1_ concentration (in nanomoles per liter) measured in WT and *Cacnb3^−/−^* BMDCs before and after the addition of 500 μM ATP in the absence or presence of 10 μM U73122 as indicated (*n* = 3 to 9 wells). Data are shown as single values and median ± interquartile range. All calcium imaging experiments were performed in calcium-free media. If not stated otherwise, unpaired two-tailed Wilcoxon-Mann-Whitney test was used for statistical comparison, *P < 0.05 and ****P < 0.0001.

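The 10 genes of Fig. 3A were compared between the libraries named ctrl and those named 0p5h, in which they were higher in 5 of 5 cultures of each genotype. Their log2 fold changes ranged from 0.80 to 5.73 in WT and from 0.79 to 5.18 in *Cacnb3-/-* BMDCs, and 9 of the 10 were called in each genotype by edgeR. Fits with a single culture left out had fewer libraries and no replicate block. In WT, 3 of the 9 stayed called without culture p974s850 or p974s856 (*Pim3*, *Nr4a1* and *Sik1*), where *Fosb* had an adjusted p of 0.0941 and 0.0789 with Benjamini-Hochberg adjustment. *Rgs2*, *Spty2d1*, *Osm* and *Fos* were lost without WT culture p974s846, *Fos* without p974s855, and *Spty2d1* and *Osm* without p974s864. In *Cacnb3-/-* BMDCs *Pim3* was lost without culture p974s851, p974s853 or p974s865. With single WT cultures left out, log2 fold changes stayed between 5.45 and 6.05 for *Fosb* and between 2.98 and 3.82 for *Fos*. With all cultures kept, each of the 10 genes had an adjusted p under 0.05 in both genotypes in all 7 alternative settings. These include the replicate block in edgeR and in DESeq2. The tenth, *Tob2*, rose by less than 2-fold, with 65.4 ± 7.82 CPM in the libraries named ctrl and 113 ± 13.5 CPM in those named 0p5h of WT BMDCs (SD, n = 5). *Fosb* (ENSMUSG00000003545, chromosome 7, 19302721 to 19310045) changed most. In WT BMDCs it reached 2.32 ± 1.54 CPM in the libraries named ctrl, 121 ± 70.4 CPM in those named 0p5h and 1.44 ± 1.09 CPM in those named 24h (SD, n = 5), and its log2 fold change from ctrl to 0p5h was 5.73 (standard error 0.60, adjusted p = 0.00456 from edgeR with Benjamini-Hochberg adjustment). In *Cacnb3-/-* BMDCs it reached 5.41 ± 2.89, 198 ± 110 and 0.796 ± 0.463 CPM in the same order, and this log2 fold change was 5.18 (standard error 0.59, adjusted p = 0.00164 from the same test). *Nr4a1* rose from 9.16 ± 2.88 to 180 ± 74.3 CPM in WT and from 9.77 ± 4.84 to 235 ± 135 CPM in *Cacnb3-/-* BMDCs (SD, n = 5), and *Fos* from 18.9 ± 15.4 to 177 ± 33.1 CPM and from 28.8 ± 7.12 to 210 ± 62 CPM. From the libraries named ctrl to those named 24h, *Fosb* fell by 2.87 on the log2 scale in *Cacnb3-/-* BMDCs (standard error 0.57, adjusted p = 0.162 from edgeR with Benjamini-Hochberg adjustment) and by 0.66 in WT (standard error 0.54, adjusted p = 0.761 from the same test), and the interaction between genotype and set had an adjusted p of 0.753 by the same test. Over 7 alternative settings the adjusted p of the fall in *Cacnb3-/-* BMDCs ranged from 0.000154 to 0.175, and DESeq2, no filter on low counts and the culture number as a replicate block called it, as did edgeR without *Cacnb3-/-* culture p974s843 (adjusted p = 0.00503). Outside Fig. 3A, *Apold1* and *Gm17024* were among the 5 largest rises of genes called in WT, with log2 fold changes of 3.64 and 2.39, and *Apold1* rose by 3.64 in *Cacnb3-/-* BMDCs too. In WT fits without the replicate block, edgeR did not call *Apold1* without any one of the 5 cultures (adjusted p from 0.0619 to 0.319 with Benjamini-Hochberg adjustment). Nor did it call *Gm17024* without culture p974s846, p974s850, p974s855 or p974s856. With all WT cultures kept, both genes had an adjusted p under 0.05 in all 7 alternative settings. *Gm17024* rose by 2.01 in *Cacnb3-/-* BMDCs, where edgeR did not call it (adjusted p = 0.299 with Benjamini-Hochberg adjustment). DESeq2, all 30 libraries in one fit and the culture number as a replicate block called it there, with an adjusted p from 0.00302 to 0.299 over 7 alternative settings, and the rises were not shown to differ between genotypes (interaction, adjusted p = 1.00 from edgeR with Benjamini-Hochberg adjustment). The legend of Fig. 3A places its genes by the time after ATP. The set in which they are high is named 0p5h, and its treatment field reads vehicle.

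**Figure D2:**
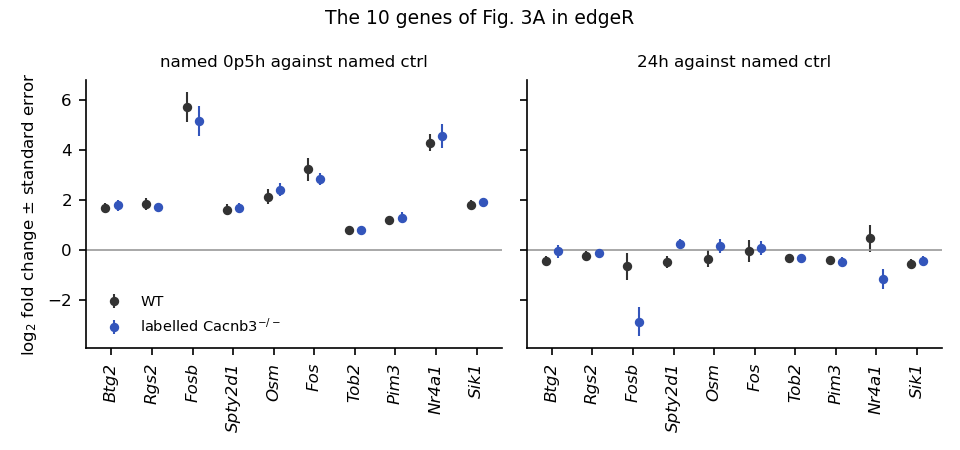
Log2 fold changes of the 10 genes of Fig. 3A from edgeR, from the libraries named ctrl to those named 0p5h (left) and to those named 24h (right), in WT (black) and libraries labelled *Cacnb3-/-* (blue). Points are fold changes of 5 against 5 libraries and bars their standard error, and on the left all 10 lie between 0.79 and 5.73.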

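Whether the change between sets differs between genotypes was tested as an interaction in the 20 libraries of both genotypes. From the libraries named ctrl to those named 0p5h, edgeR called 0 of 13465 genes, with a smallest adjusted p of 1.00 after Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 it found 30 genes, where chance would give 673. That is below the number by chance, so 0 calls in this test leave a difference open. DESeq2 called 0 genes, and both tools called 0 with the culture number as a replicate block. From the libraries named ctrl to those named 24h, edgeR called 0 of 13536 genes, with a smallest adjusted p of 0.753 after Benjamini-Hochberg adjustment, and DESeq2 called 0. At an unadjusted p under 0.05 edgeR found 658 genes, where evenly spread p-values would give 677. That number is a poor measure of chance here. Of 100 splits of the cultures, 3 gave as many genes, the real one included, with a median of 43 for the others. This argues against chance, though the count was chosen after the result was seen. With the culture number as a replicate block, edgeR called 16 genes for this change, all higher in *Cacnb3-/-* than in WT BMDCs, and DESeq2 called 50. That the labels pair libraries by number is not stated, and the decision to give weight to the blocked count of this comparison was made after it was seen. Without *Cacnb3-/-* culture p974s852 or p974s853 or WT culture p974s855, the blocked count by edgeR was 8, 6 and 6, and without *Cacnb3-/-* culture p974s865 it was 44. With the libraries named 0p5h in place of those named ctrl, which the treatment field reads as vehicle, it was 1. On data simulated from these libraries with 200 genes given a changed response and with differences between cultures, the interaction test found 39.5% of the changed genes without the block and 72% with it. Each simulated change exceeded 2-fold, so these shares do not apply to smaller ones.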

Because CACNB3 is not involved in transcriptional adaptation and previous studies demonstrated that ATP-induced acceleration of migration depends on calcium release from the ER (*24*), we next monitored intracellular calcium changes by live-cell imaging. We conducted these experiments in BMDCs under calcium-free conditions and pharmacologically blocked the two main receptors that regulate ER calcium release, IP_3_R, and ryanodine receptors (*29*). ATP stimulation increased cytosolic calcium levels in BMDCs that we could inhibit by preincubation with the broad IP_3_R and store-operated calcium entry (SOCE) blocker 2-aminoethoxydiphenyl borate (2-APB) and the phospholipase C (PLC) antagonist U73122 but not with the ryanodine receptor inhibitor dantrolene (Fig. 3D). In addition, preincubation with the inhibitor of the sarcoplasmic reticulum calcium adenosine triphosphatase thapsigargin completely abolished the ATP-induced calcium response (fig. S5, A and B), supporting our finding that ATP induces IP_3_R-dependent calcium release from the ER in BMDCs (Fig. 3E).

We tested whether CACNB3 directly modulates IP_3_R activation, as we have recorded for fibroblasts (*30*). Notably, the IP_3_R isotypes and PLC isotypes (fig. S5, C and D) were not differently expressed in WT and *Cacnb3^−/−^* BMDCs. 

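All 3 genes of the IP_3_R isotypes were tested. *Itpr3* (ENSMUSG00000042644, chromosome 17, 27057304 to 27122223) reached 18.7 ± 4.68 CPM in WT and 10.9 ± 3.77 CPM in *Cacnb3-/-* BMDCs in the libraries named 24h (SD, n = 5), a log2 fold change of -0.75 (standard error 0.23, adjusted p = 0.0541 from edgeR with Benjamini-Hochberg adjustment over all genes). *Itpr1* (ENSMUSG00000030102, chromosome 6, 108213118 to 108551109) reached 17.9 ± 3.56 CPM in WT and 24.8 ± 4.17 CPM in *Cacnb3-/-* BMDCs in the same libraries (log2 fold change 0.48, standard error 0.18, adjusted p = 0.0756 from the same test). Adjusted over the list alone, *Itpr1* and *Itpr3* passed in the libraries named 24h, and over all genes 0 passed in edgeR and 1, *Itpr3*, in DESeq2 at less than 2-fold. Over 11 alternative settings, the adjusted p over all genes ranged from 0.00236 to 0.148 for *Itpr3* and from 0.0196 to 0.197 for *Itpr1*. Once each library's trend with GC content was removed, the log2 fold changes were -0.39 and 0.51. Over the list alone neither passed there in edgeR without *Cacnb3-/-* culture p974s843, p974s852 or p974s853, and only *Itpr3* without WT culture p974s846 or p974s850. Without WT culture p974s864, *Itpr3* passed over all genes in edgeR, and without *Cacnb3-/-* culture p974s865 both did, at log2 fold changes of -0.98 and 0.53. *Itpr2* did not differ (log2 fold change 0.04, standard error 0.20, adjusted p = 0.890 from edgeR with Benjamini-Hochberg adjustment). In the libraries named ctrl and 0p5h, 0 of the 3 genes passed in edgeR or DESeq2 on either adjustment, and 1 had an unadjusted p under 0.05, *Itpr1* in those named 0p5h. With the 3 libraries of each culture summed, 0 passed in edgeR over the list alone, with 2 at an unadjusted p under 0.05, and 2 in DESeq2. Of 13 PLC genes, 7, 6 and 6 had enough counts to be tested in the libraries named ctrl, 0p5h and 24h. Adjusted over the list alone, 0 passed in edgeR and 0 in DESeq2, and 1 had an unadjusted p under 0.05 in edgeR, *Plcb3* in the libraries named 24h (log2 fold change -0.39, standard error 0.15, adjusted p = 0.0765 over all genes with Benjamini-Hochberg adjustment). Over 11 alternative settings its adjusted p over all genes ranged from 0.0227 to 0.995. Without *Cacnb3-/-* culture p974s865, 4 PLC genes passed there over the list alone, *Plcb2*, *Plcb3*, *Plcd1* and *Plcg2*. With the trend with GC content removed, the log2 fold change of *Plcb3* was 0.00361.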

We measured the cytosolic calcium levels (example traces are shown in Fig. 3F) by loading BMDCs with either the ratiometric fluorophore Fura-2 or the nonratiometric fluorophore Fluo-4. Baseline calcium levels during steady state (Fig. 3G) and cytosolic levels after external calcium application or after isolated activation of SOCE by subsequent calcium chelation with EDTA and addition of external calcium were not different between WT and *Cacnb3^−/−^* BMDCs (fig. S5E). By contrast, after treatment with 500 μM ATP, we recorded an increased calcium peak (Fig. 3H and fig. S5, F and G) and cumulative area under the curve (AUC; Fig. 3I) in *Cacnb3^−/−^* BMDCs in comparison to WT BMDCs, while the percentage of ATP-reactive BMDCs was similar (Fig. 3J), with a return to comparable baseline calcium levels 30 min after ATP stimulation (fig. S5F). In contrast, the ATP-induced levels of inositol 1-phosphate (IP_1_), which is the stable metabolite of IP_3_ and serves as an indicator for the enzymatic activity of PLCs, did not differ between WT and *Cacnb3^−/−^* BMDCs (Fig. 3K), underlining that CACNB3 does not modulate upstream signaling of the IP_3_R. Moreover, we did not detect differences in induction of pannexin-1–induced membranous macropores, which we concluded from measuring ATP-induced 4′,6-diamidino-2-phenylindole (DAPI) uptake (fig. S5, H and I) (*22*). Together, CACNB3 limits IP_3_R-mediated calcium release after ATP stimulation in migDCs that does not require transcriptional changes.

### Calcium release from the ER modulates surface expression of adhesion molecules

Because we detected CACNB3-dependent ATP-elicited calcium signals to be short-lived similar to what we have observed in fibroblasts (*30*), we next hypothesized that CACNB3 regulates detachment and initiation of migration. To test our hypothesis, we first made sure that in a transwell migration assay using C-C motif chemokine ligand 19 (CCL-19) and CCL-21 as chemoattractant, migration of WT BMDCs increased after 30 min of ATP pulse compared to vehicle-pulsed controls and was inhibited by 2-APB (Fig. 4A and fig. S6A). Notably, complete emptying of ER calcium stores by applying a 30-min pulse of thapsigargin inhibited transwell migration as well (Fig. 4A), supporting the notion that a balanced cytosolic calcium increase promotes migDC migration, whereas inhibited or excessive calcium release from the ER decreases migration. In addition, we crossed transgenic LifeAct mice that harbor green fluorescent protein (GFP)–coupled actin (*31*) to *Cacnb3^−/−^* mice (*LifeAct-GFP*;*Cacnb3^−/−^*) for our next experiments. We analyzed the likelihood of detachment of *LifeAct-GFP*;WT and *LifeAct-GFP*;*Cacnb3^−/−^* BMDCs by seeding them on fibronectin-coated surfaces and counting the attached BMDCs 6 hours after ATP stimulation in the absence or presence of 2-APB. We observed an increased detachment of *LifeAct-GFP*;WT BMDCs after ATP stimulation that was counteracted by 2-APB before treatment. By contrast, *LifeAct-GFP*;*Cacnb3^−/−^* BMDCs showed no increase in detachment after ATP stimulation (Fig. 4B). Notably, LPS stimulation induced a similar detachment of WT and *Cacnb3^−/−^* BMDCs (fig. S6B). When we quantified morphometric changes in BMDCs from *LifeAct-GFP*;WT mice, we found that ATP stimulation resulted in an elevated actin area of *LifeAct-GFP*;WT BMDCs with an increased directionality suggesting a detached migratory phenotype that was absent in *LifeAct-GFP*;*Cacnb3^−/−^* BMDCs (Fig. 4C and fig. S6, C to L).

**Fig. 4.**
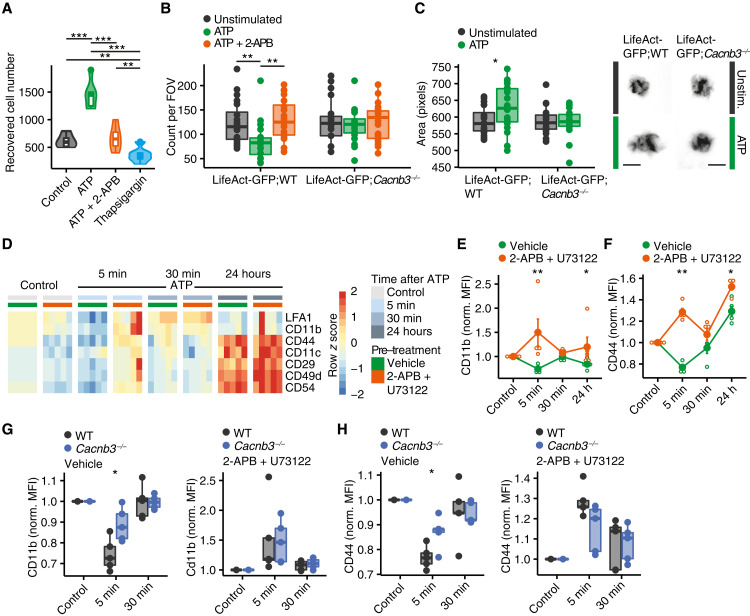
CACNB3-regulated calcium release from the ER regulates DC detachment. (**A**) Recovered cell number of BMDCs (*n* = 6) in a transwell cell migration assay with CCL-19/CCL-21 as chemoattractant 16 hours after indicated stimulation after a 30-min pulse with 500 μM ATP, 500 μM ATP, 50 μM 2-APB, and 1 μM thapsigargin. (**B**) Count of WT and *Cacnb3^−/−^* BMDCs per field of view (FOV) in fibronectin-coated wells 6 hours after a 30-min pulse with 500 μM ATP or 500 μM ATP with 50 μM 2-APB (*n* = 20). (**C**) Area (in pixels) of BMDCs from *LifeAct-GFP*;WT and *LifeAct-GFP*;*Cacnb3^−/−^* mice 6 hours after a 30-min pulse with 500 μM ATP (*n* = 20). (**D**) Heatmap of selected surface molecule expression of indicated proteins measured by flow cytometry at baseline, 5-min ATP stimulation, 30-min ATP stimulation, and 24 hours after a 30-min ATP pulse. Color shows row score, and columns are grouped by time point of stimulation and vehicle or 2-APB and U73122 before treatment. Data were normalized to untreated controls. (**E** and **F**) Normalized (norm.) mean fluorescence intensity (MFI) of CD11b and CD44 (F) at baseline, 5-min ATP stimulation, 30-min ATP stimulation, and 24 hours after a 30-min ATP pulse with and without 2-APB and U73122 before treatment (*n* = 5). Data were normalized to controls of each genotype. (**G** and **H**) Normalized MFI of CD11b (H) and CD44 (I) of WT and *Cacnb3^−/−^* BMDCs at baseline, 5 min, and 30 min after ATP stimulation with vehicle or 2-APB and U73122 before treatment. Data were normalized to controls of each genotype. Unpaired *t* test was used for statistical comparison, *P < 0.05, **P < 0.01, and ***P < 0.001.

After having recorded a functionally impaired ATP-induced detachment of *Cacnb3^−/−^* BMDCs, we measured the surface expression of adhesion molecules by flow cytometry. In WT BMDCs, after 5 min of ATP application, we recorded a strong decrease in adhesion molecule cell surface abundance that returned back to baseline after 30 min (Fig. 4D) and was inhibited by pretreatment of 2-APB and U73122 (Fig. 4, E and F, and fig. S7A). By contrast, *Cacnb3^−/−^* BMDCs showed an attenuated down-regulation of the adhesion molecules CD11b and CD44 in response to ATP, which again could be inhibited by prestimulation with 2-APB and U73122 (Fig. 4, G and H, and fig. S7, B and C). 

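RNA of 8 adhesion molecules was tested between WT and *Cacnb3-/-* BMDCs in both sets that could stand for baseline, the libraries named ctrl and those named 0p5h. *Icam1* (ENSMUSG00000037405, chromosome 9, 21015960 to 21028797) had the lowest p in both. It reached 463 ± 80.3 CPM in WT and 290 ± 77.1 CPM in *Cacnb3-/-* BMDCs in the libraries named ctrl (SD, n = 5), a log2 fold change of -0.65 (standard error 0.19, adjusted p = 0.245 over all genes from edgeR with Benjamini-Hochberg adjustment). It reached 439 ± 94.0 and 276 ± 71.1 CPM in those named 0p5h, a log2 fold change of -0.66 (standard error 0.21, adjusted p = 0.251 from the same test). Adjusted over the list alone, *Icam1* passed in the libraries named ctrl (adjusted p = 0.0462 from edgeR with Benjamini-Hochberg adjustment) and not in those named 0p5h (0.0738), while DESeq2 passed it in both. With single cultures left out, it passed over the list alone in edgeR in the libraries named ctrl without WT culture p974s864 or *Cacnb3-/-* culture p974s843 and in those named 0p5h without WT culture p974s864, and not without any other culture. Over all genes, 0 of the 8 passed in either set in edgeR or DESeq2, and *Icam1* was the 1 gene at an unadjusted p under 0.05 in edgeR. *Itgam*, which encodes CD11b, had 224 ± 102 CPM in WT and 311 ± 168 CPM in *Cacnb3-/-* BMDCs in the libraries named ctrl (SD, n = 5; log2 fold change 0.49, standard error 0.38, adjusted p = 0.506 from edgeR with Benjamini-Hochberg adjustment). *Cd44* had 339 ± 95.6 and 396 ± 97.8 CPM in the same libraries (log2 fold change 0.24, standard error 0.23, adjusted p = 0.588 from the same test). The remaining 5 genes had an adjusted p of at least 0.440 in the libraries named ctrl by the same test.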

Notably, we detected no differences in baseline RNA and protein expression of adhesion molecules in the absence of CACNB3 (fig. S7, D and E). Thus, we concluded that CACNB3-regulated calcium transients after ATP stimulation decrease surface adhesion molecule expression of migDCs, which might allow them to detach and accelerate their migration.

## DISCUSSION

migDCs play a pivotal role in orchestrating the specificity and scale of adaptive immune responses. Their ability to detect endogenous danger signals and pathogens in tissues and subsequent migration to LNs via the lymphatics to instruct other immune cells requires a strictly regulated and stimulus-sensitive migratory machinery (*6*). Extracellular ATP is readily and abundantly increased during tissue injury and inflammation and induces calcium currents in DCs (*8*, *32*). This is followed by an autocrine loop via secretion of ATP by pannexin-1 channels that inform and further activate surrounding cells independently of cytosolic calcium levels (*22*). Here, we identified CACNB3 as key regulator of ATP-induced migDC migration and found that ATP elicited calcium release from the ER that decreases surface expression of adhesion molecules CD11b and CD44 and thereby initiates migration (*33*, *34*). This fine-tuned mechanism might be pivotal to balance immune responses in inflammatory tissues.

The exposure of migDCs to a variety of stimuli comes with the challenge to selectively regulate the subsequent immune cascade. We have previously identified Arc/Arg3.1 as key regulator of LPS-induced migration of migDCs (*7*). Here, we leveraged publicly available transcriptomics of sorted and defined immune cell subsets and found that migDCs exclusively express CACNB3. CACNB3 has been initially found and described as a regulatory β subunit of L-type calcium channels in neurons where it assembles with the α pore-forming subunits and other ancillary subunits (*35*–*37*). Furthermore, while *Cacnb3^−/−^* CD8^+^ T cells have impaired survival because of sustained calcium influx through voltage-gated calcium channel subunit alpha1 F (Ca_v_1.4) (*38*), migDCs do not express Ca_v_1.4 (encoded by *Cacna1f*), and, thus, CACNB3 ought to have another function in migDCs. We also found that migDCs do not express any other subunits suggesting a function that is distinct from pore-forming calcium channels as in other cell types for example neurons. *Cacnb3* deficiency resulted in an impaired ATP-induced migration, whereas baseline and LPS-mediated migration were not affected. This is particularly noteworthy as our previous findings showed impaired steady-state and LPS-induced migration in *Arc*-deficient BMDCs (*7*, *39*). The specific impairment of ATP-dependent migration is consistent with studies that showed different migratory patterns between PAMP and DAMP exposure (*40*).

Mechanistically, we detected that ATP elicited a cytosolic calcium response, which is in contrast to LPS stimulation. This is in line with other studies that have shown that an increase in intracellular calcium level is required for ATP-induced acceleration (*29*) and that chelation of intracellular calcium inhibits migration of migDCs (*22*). Furthermore, it has been shown that an increased frequency of IP_3_R-dependent calcium oscillations is associated with higher speed fluctuations in immature BMDCs (*24*). ATP activates the P2RX7, which results in calcium influx from the extracellular space (*22*). Here, we show that independent from extracellular calcium levels, ATP activates the PLC-IP_3_R signaling cascade, which results in calcium release from the ER. Thus, we propose that this is mediated by P2RY activation as has been shown for numerous other cell types (*41*–*43*). *Cacnb3* deficiency resulted in an unregulated release of calcium from the ER as has been shown for fibroblasts and pancreatic β cells where CACNB3 binds to IP_3_R in steady state and detaches after stimulation of G_q_-coupled G protein–coupled receptors (*30*, *44*). Another source of cytosolic calcium increase is activation of SOCE, which is the main source of calcium and activator of T cells (*45*, *46*). Notably, SOCE was unchanged in *Cacnb3*-deficient BMDCs that is concurrent with a previous study that showed a strong impairment of BMDC functionality after unselective calcium chelation but not after genetic deletion of *Stim1* and *Stim2* (*47*).

Furthermore, ATP can induce autocrine loops by secreting ATP through pannexin-1 after activation of P2RX7 in migDCs (*22*). This has also been shown for other P2RXs in different cells, for example, γδ T cells induce a similar ATP autocrine loop by P2RX4 stimulation (*48*). The pore-opening complexes can be measured by DAPI uptake after ATP stimulation. However, we did not find differences in DAPI uptake after ATP stimulation in *Cacnb3*-deficient BMDCs, and *Panx1* was not differently expressed between WT and *Cacnb3*-deficient BMDCs. Therefore, ATP-elicited PLC-IP_3_R–dependent calcium release is likely independent from the P2RX7-PANX1 axis. This is supported by the observation that *Panx1*-deficient BMDCs do not show differences in ATP-induced calcium responses and that P2RX7 inhibition does not fully block ATP-induced migration (*22*). 

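*Panx1* (ENSMUSG00000031934) lies on chromosome 9 of GRCm38, from 15005161 to 15045478 on the reverse strand, and at least 222 reads were counted on it in each library. It reached 26.9 ± 2.10 CPM in WT and 25.1 ± 4.83 CPM in *Cacnb3-/-* BMDCs in the libraries named ctrl (SD, n = 5), a log2 fold change of -0.08 (standard error 0.14, adjusted p = 0.787 from edgeR with Benjamini-Hochberg adjustment). Values were 27.8 ± 2.41 and 26.3 ± 3.48 CPM in the libraries named 0p5h, a log2 fold change of -0.06 (standard error 0.12, adjusted p = 0.819 from the same test). They were 28.9 ± 2.27 and 32.6 ± 3.55 CPM in the libraries named 24h, a log2 fold change of 0.19 (standard error 0.12, adjusted p = 0.252 from the same test), the largest of the 3. With the 3 libraries of each culture summed, the log2 fold change was -0.01 (standard error 0.11, adjusted p = 0.976 from the same test).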

We speculate that ATP-induced migDC migration is synergistically mediated by ionotropic ATP signaling through P2RX7 and metabotropic ATP signaling, which is fine-tuned by CACNB3.

Because of the temporal dynamics of fast calcium spikes after ATP stimulation, we hypothesized that calcium release regulates the detachment, which we validated by showing an IP_3_R-dependent decrease in adhesion molecule surface expression after ATP stimulation. Adhesion molecules can be regulated by changes in conformation or expression levels on the cell surface and recycling (*33*). These mechanisms are regulated by cytosolic calcium levels (*49*, *50*). By performing functional attachment/detachment assays and comparing surface expression of adhesion molecules, we found that *Cacnb3*-deficient BMDCs have an impaired ATP-dependent down-regulation of CD11b and CD44. Whereas CD11b is mainly regulated by calcium-controlled receptor recycling (*51*), it has been shown in cancer cells that the extracellular domain of CD44 is also cleaved in a calcium-dependent manner (*52*). However, the exact mode of action of CD11b and CD44 regulation in BMDCs remains currently unclear. Furthermore, we only analyzed well-described adhesion molecules in migDCs and therefore cannot exclude that other less-studied adhesion molecules also contribute to ATP-dependent detachment.

Our study has some limitations that are worth noting. We did not identify the surface receptor that induces the ATP-dependent calcium release. However, we could show that the signaling pathway involves PLC and IP_3_R and is therefore suggestive for being P2RY dependent. Furthermore, we did not explore other extracellular adenine nucleotides, which could also serve as DAMPs and induce a migratory phenotype in DCs. We did not specifically look at CACNB3-dependent differences in ADO signaling, which acts as an immunomodulatory counterpart of ATP.

In summary, we identified CACNB3 as a master regulator of ATP-dependent migDC migration. We provide insights into ATP-induced migDC signaling and show that CACNB3 regulates the IP_3_R-dependent calcium release from the ER. This signaling determines surface expression of adhesion molecules and therefore regulates detachment and initiation of migration. Further research is warranted to investigate the role of CACNB3 in migDCs in the context of disease-associated tissue damage.

## METHODS

### Mice

All mice [C57BL/6J, WT (The Jackson Laboratory); C57BL/6N, *Cacnb3^−/−^* (*37*); C57BL/6N, *LifeAct-GFP* and *LifeAct-GFP*;*Cacnb3^−/−^*] were kept under specific pathogen–free conditions in the central animal facility of the University Medical Center Hamburg-Eppendorf (UKE). We used adult mice (6 to 20 weeks old) from both sexes; mice were sex- and age-matched in all experiments. We did not observe sex-specific differences in any of the experiments; therefore, the sexes were reported together.

### migDC marker identification

GSE37448 was downloaded from Gene Expression Omnibus. Differential expression analysis was performed using the standard limma pipeline (*53*). DCs with high major histocompatibility complex II (MHCII) and CD11c expression from skin and organ dLNs were summarized as migDCs. The transcriptome of migDCs was contrasted to any other cell population. migDC marker genes were defined as genes that were differentially up-regulated in migDCs in each comparison. Heatmaps were generated using pheatmap package and *t*-distributed stochastic neighbor embedding (tSNE) plots by Rtsne package.

### Generation of BMDCs

We obtained the bone marrow from 6- to 12-week-old mice as described previously (*7*). Cells were homogenized through 40-μm cell strainers (Greiner) and incubated in red blood cell lysis buffer (0.15 M NH_4_Cl, 10 mM KHCO_3_, and 0.1 mM Na_2_EDTA in double-distilled H_2_O at pH 7.4) for 5 min. We cultured the remaining cells in 100-ml cell culture flasks (Sarstedt) in mouse complete medium containing granulocyte-macrophage colony-stimulating factor (GM-CSF; 20 ng ml^−1^) (PeproTech). We changed the medium every second day by carefully replacing the supernatant with fresh medium containing GM-CSF (20 ng ml^−1^). We harvested semiadherent BMDCs on days 6 to 8, unless stated otherwise. For microchannel analysis only, we prepared BMDCs as described previously (*7*, *22*, *54*).

### migDC sorting

Inguinal LNs were harvested from euthanized mice, single-cell suspension was obtained, and flow cytometric cell sorting into complete medium with 20% fetal bovine serum was performed. Three animals per bioreplicate were pooled. Subsequently, cells were washed twice with ice-cold phosphate-buffered saline (PBS), and cell pellets were snap-frozen on dry ice. RNA was purified using the RNeasy Mini Kit (QIAGEN). Representative gating strategies are shown in fig. S8.

### Primary mouse neuronal cultures

For primary cortical cultures, we euthanized pregnant C57BL/6J. We reserved tissue of each embryo for genotyping and isolated the cortex, dissociated, and plated cells at a density of 1 × 10^5^ cells per 1 cm^2^ on poly-d-lysine–coated wells (5 μM; Sigma-Aldrich, catalog no. A-003-M). Cells were maintained in neurobasal plus medium (supplemented with B27 plus, penicillin, streptomycin, and l-glutamine; Gibco, catalog no. A3582901) at 37°C, 5% CO_2_, and a relative humidity of 98%. If no cytarabine was applied, then cells were maintained in neurobasal medium (supplemented with B27, penicillin, streptomycin, and l-glutamine; Gibco). Cultures were harvested 21 days in vitro for RNA sequencing.

### mRNA sequencing

RNA sequencing libraries were prepared using the TruSeq stranded mRNA Library Prep Kit (Illumina) according to the manufacturer’s manual (document 1000000040498 v00) with a minimum total RNA input of 150 ng per sample. Libraries were pooled and sequenced on a NovaSeq 6000 sequencer (Illumina) generating 50–base pair paired-end reads. The reads were aligned to the Ensembl mouse reference genome (GRCm39) using STAR v2.4 (*55*) with default parameters. The overlap with annotated gene loci was counted with featureCounts v1.5.1 (*56*). Differential expression analysis was performed with DESeq2 (v3.12) (*57*) calling genes with a minimal twofold change and false discovery rate–adjusted *P* < 0.05 differentially expressed. Gene lists were annotated using biomaRt (v4.0) (*58*). Gene set enrichment analysis was performed using the clusterprofiler package (*59*).

### In vivo DC migration

We anesthetized mice for 5 min and painted their ears with 30 μl of 1% FITC (Sigma-Aldrich) in a carrier solution of acetone/dibutyl phthalate (1:1; Sigma-Aldrich and J. T. Barker). After 20 hours, we collected ipsilateral draining cervical LNs and contralateral nondraining cervical LNs and obtained single-cell suspensions. They were stained for CD11c and analyzed by flow cytometry after LIVE/DEAD staining. For ear tape stripping, we stripped an ear of WT or *Cacnb3^−/−^* mice 10 times with ordinary adhesive tape. After 20 hours, we collected ipsilateral draining and contralateral nondraining cervical LNs and quantified the number of migrated migDCs by flow cytometry as described above.

### Competitive DC migration in vivo

We concentrated BMDCs of respective genotypes at 2 × 10^7^ cells ml^−1^ in PBS and labeled them with either 2.5 μM carboxyfluorescein succinimidyl ester (Invitrogen) or 2.5 μM eFluor 670 (eBioscience) for 10 min at 37°C before stopping the reaction with ice-cold mouse complete medium for 5 min on ice. We stimulated BMDCs with LPS (100 ng ml^−1^) or 500 μM ATP for 30 min at 37°C, washed them twice, mixed them in equal numbers, and adjusted the cells to a concentration of 6 × 10^7^ cells ml^−1^. To rule out dye-specific effects, in each experiment, cells from both genotypes were labeled vice versa, and a third mix with cells labeled in both colors was added as control. We injected 20 μl of the mix in the footpad of C57BL/6 mice and, after 18 hours, collected the draining popliteal and nondraining inguinal LNs and analyzed migrated cells by flow cytometry. For each genotype, we calculated the homing index as previously described (*7*).

### Migration speed measurement in microchannels

Polydimethylsiloxane (PDMS; GE Silicones) was used to prepare 4-μm by 5-μm microchannels from a custom-made mold. The PDMS chamber and a 35-mm glass-bottom dish (World Precision Instruments, FD35-100) were plasma-activated before being bound to each other. The binding was left to strengthen in a 70°C oven for 1 hour. The microchannels were then plasma-cleaned, coated with fibronectin (10 μg ml^−1^; Sigma-Aldrich) at room temperature for 1 hour, and then washed three times with PBS before cell loading. We prepared microchannels as described previously (*22*, *54*). Briefly, PDMS (GE Silicones) was used to prepare 4-μm by 5-μm microchannels. We coated their surface with bovine plasma fibronectin (10 μg ml^−1^; Sigma-Aldrich) for 1 hour and then washed the surface three times with PBS before seeding of 1 × 10^5^ BMDCs in complete medium containing GM-CSF (50 ng ml^−1^). We imaged migrating BMDCs for 16 hours with a DMi8 inverted microscope (Leica) at 37°C in a 5% CO_2_ atmosphere and with a 10× dry objective lens (numerical aperture, 0.40 phase). A frequency of acquisition of one image per 2 min of transmission phase was used. We generated kymographs of the migrating cells by subtracting the mean projection of the whole movie to each frame, generating clear objects in dark background that were analyzed using a custom program, as we described previously (*22*, *54*).

### Actin distribution during migration

We performed BMDCs migration in microchannels as described above. Cells were obtained from LifeAct-GFP mice, allowing us to visualize their actin cytoskeleton in live migratory cells. For better F-actin visualization, we used 8-μm by 5-μm microchannels. Cells were imaged for 5 hours with a DMi8 inverted microscope (Leica) at 37°C in a 5% CO_2_ atmosphere with a 20× dry objective lens (numerical aperture, 0.75 phase). Movies of individual cells were cropped, aligned, and superposed to generate a mean projection representing the overall distribution of actin in cells migrating into the microchannels. For the statistical analysis of relative F-actin distribution in migrating cells, we calculated the intensity of phalloidin staining in the front (first thirds of the cell) and at the rear (the rest of the signal) on an individual cell level using Fiji software [National Institutes of Health (NIH)].

### DC adhesion

We coated 48-well flat-bottom, nontissue culture-treated plates with 100 μl of PBS containing 1% bovine serum albumin (PAA Laboratories) and bovine fibronectin (50 μg ml^−1^; Sigma-Aldrich) per well overnight at 37°C. We harvested BMDCs from *LifeAct-GFP*;WT and *LifeAct-GFP*;*Cacnb3^−/−^* mice and rested them in a serum-free medium containing GM-CSF (20 ng ml^−1^) for 2 hours at 37°C. Meanwhile, precoated plates were blocked with PBS containing 1% bovine serum albumin for 1 hour at 37°C. BMDCs were pulsed with LPS (100 ng ml^−1^) or 500 μM ATP, and subsequently, we plated 200 μl from 1 × 10^6^ cells ml^−1^ in complete mouse medium containing GM-CSF (20 ng ml^−1^) and incubated them for 2 hours at 37°C. Nonadherent cells were removed by washing them three times with serum-free medium. Images of living cells were acquired with a microscopy system within our incubator (IncuCyte). Image analysis was performed using Fiji software (NIH).

### Boyden chamber experiments

We used 3-μm Boyden chambers (Millipore, ECM505) in 24-well plates. BMDCs were harvested at day 6 or 8 as described above. They were pulsed in a density of 1 × 10^6^ cells ml^−1^ with 500 μM ATP, 100 nM LPS, 50 μM 2-APB, or 1 μM thapsigargin for 30 min. Subsequently, they were washed twice, and 100 μl of 1 × 10^6^ cells ml^−1^ were seeded in the Boyden chamber. CCL-19 (100 ng ml^−1^) and CCL-21 (100 ng ml^−1^) were used as chemoattractant. After 16 hours, cells in the 24-well plate were harvested, spun down at 300*g* for 10 min at 4°C, resuspended in 10 μl of ice-cold PBS, counterstained with trypan blue, and counted using a Neubauer counting chamber.

### Real-time PCR

We reverse-transcribed RNA to complementary DNA with the RevertAid H Minus First Strand cDNA Synthesis Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. We analyzed gene expression by real-time PCR performed in the ABI Prism 7900 HT Fast Real-Time PCR System (Applied Biosystems) using TaqMan Gene Expression Assays (Thermo Fisher Scientific) for *Cacnb1* (Mm01306805_m1), *Cacnb2* (Mm00659092_m1), and *Cacnb3* (Mm00432244_m1). We calculated gene expression as 2^–Δ*C*t^ relative to TATA-box binding protein (Tbp) (mouse) or TBP (human) as the endogenous control.

### Calcium imaging

We seeded BMDCs on either ibidi 60 μ-Dish Quad (catalog no. 80411) or High (catalog no. 81158) with a glass bottom. We used Fluo-4 AM (Thermo Fisher Scientific; catalog no. 14201) to measure calcium levels. For that, we incubated BMDCs in medium with 5 μM Fluo-4 AM at 37°C for 30 min at 5% CO_2_. Then, cells were rinsed three times and left to equilibrate in imaging buffer [10 mM glucose, 140 mM NaCl_2_, 1 mM MgCl_2_, 5 mM KCl, and 20 mM Hepes (pH 7.4)] for at least 30 min before imaging. If indicated, then BMDCs were preincubated with 50 μM 2-APB, 10 μM U73122, and 50 μM dantrolene. We acquired images with an LSM 700 laser scanning confocal microscope (Zeiss) every 0.48 s with a ×20 magnification EC Plan-Neofluar 20/0.5 (Zeiss, 420350-9900) objective in an imaging chamber maintaining 37°C and 5% CO_2_. At the end of recording, we applied 10 μM ionomycin together with 10 mM CaCl_2_ to induce maximum standardized cellular calcium response that was used for normalization. Specific assay details and concentrations can be found in the respective figure legend. For data analysis, we measured mean fluorescence values of every cell using Fiji software (NIH) and normalized it to the maximal calcium response after ionomycin challenge (indicated as *F*/*F*_Max_). For each cell, we calculated maximal, minimal, mean, and AUC of the calcium response using a custom R script. For comparisons of maximal calcium responses after ATP stimulation, only cells that showed a sufficient increase >2 SDs of the baseline mean fluorescence intensity (MFI) were considered to exclude a bias by nonreacting cells. For calcium imaging with the ratiometric probe Fura-2, we loaded BMDCs in medium with 5 μM Fura-2 AM (Invitrogen, Oregon, USA) at 37°C for 45 min at 5% CO_2_. After loading, cells were washed two times with imaging buffer [140 mM NaCl, 4 mM KCl, 2 mM MgCl_2_, 10 mM Hepes, and 10 mM glucose (pH 7.4), adjusted with NaOH]. Experiments were performed on an inverted microscope Axiovert S100 equipped with Fluar 20×/0.75 objective (Zeiss, Oberkochen, Germany), a monochromator (polychrome V, Till-Photonics, Martinsried, Germany), and a cooled charge-coupled device camera (Andor Technology). Fura-2 signals were recorded after excitation at 340 and 380 nm with a charge-coupled device camera, and the emitted fluorescence was detected at >440 nm (Fura filter CHROMA, Olching, Germany). Data are shown as mean ratio F340 nm/F380 nm versus time.

### Measurement of IP_1_

The IP_1_ concentration, a stable metabolite of IP_3_, was measured using the IP-One AlphaLISA Detection Kit (PerkinElmer, AL3145) following the manufacturer’s protocol and as described previously (*44*). Briefly, WT and *Cacnb3^−/−^* BMDCs isolated from three mice of each genotype were seeded onto white opaque 384-well microplate at a density of 20,000 cells per well, cultured for 48 hours, and stimulated with ATP (500 μmol liter^−1^) in the presence or absence of U73122 (10 μmol liter^−1^). After fitting a standard curve using a nonlinear regression, the IP_1_ concentration in nanomoles per liter was interpolated.

### Statistical analysis

The statistical analyses applied during the bioinformatics analysis are detailed in the respective sections of the article. Flow cytometric data were analyzed by using FlowJo (LLC). Images were analyzed using Fiji software (NIH). Experimental data were analyzed within the R environment on a Mac OS X. Unless stated otherwise, the data are presented as means ± SEM, and differences between two experimental groups were determined using unpaired, two-tailed Student’s *t* tests and were false discovery rate–corrected for multiple comparisons. The exact number of experiments is provided in the figure legends. Significant results are indicated by *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

### Study approval

All animal care and experimental procedures were performed according to institutional guidelines and conformed to the requirements of the German Animal Welfare Act. Ethical approvals were obtained from the State Authority of Hamburg, Germany (approval no. 15/81, 122/17).

How the deposited data were processed for this re-analysis (not part of the article)

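RNA was sequenced from BMDCs of 5 WT and 5 *Cacnb3-/-* cultures, each with 3 libraries named ctrl, 0p5h and 24h. The deposited table holds raw read counts of 43629 genes in 30 libraries. Its header names featureCounts 1.5.1 on exons of Ensembl release 79 (GRCm38), with no option set for strandedness, for reads with several alignments, for overlapping genes or for read pairs, and with alignment files of read 1 in all 30 libraries. The paper's methods name STAR, GRCm39, 50-bp paired-end reads and a NovaSeq sequencer, while the sample labels name a HiSeq sequencer. Which of these holds for the deposited counts could not be told from the table, apart from the genome build in its header. Gene symbols were matched by Ensembl identifier to GENCODE M39, which gave a symbol for 38984 identifiers (89.4%), and GC content came from the longest transcript of each gene there.

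The treatment field of the sample labels reads 30 min of ATP for the libraries named ctrl and vehicle for those named 0p5h, and it places the libraries named 24h at 24 hours after ATP, as their names do. Sets were grouped by library name and both readings were kept. Genotype was taken from the labels. Total counts and the share of mitochondrial counts were tested with exact permutation tests between genotypes.

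Genotypes were compared within each set (5 against 5 libraries) and with the 3 libraries of each culture summed. Sets were compared within each genotype, and the difference between genotypes in the change from ctrl to 0p5h or 24h was tested as an interaction. R 4.3.3, edgeR 4.0.16 (TMM, filterByExpr with default settings, quasi-likelihood test), DESeq2 1.42.0 and limma 3.58.1 were used. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and at least 2-fold, as in the paper's methods. edgeR was chosen as the tool of the reported counts, and DESeq2, which the paper used, as an alternative. Lists of P2RX, P2RY, IP_3_R, PLC and adhesion genes and of *Panx1* with *Entpd1* and *Nt5e* were also adjusted over the list alone. *Cacnb3*, the genes of these lists and the genes the paper names were named whatever their values. In comparisons of genotypes, every called gene was to be named where there were 15 or fewer, and in comparisons of sets the 5 largest rises and falls in WT among genes that moved the same way in all 5 cultures. Gene names outside this rule were chosen after their values were seen.

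Alternatives set before the data were examined were DESeq2, its size factors in edgeR, no filter on low counts, no fold minimum, all 30 libraries in one fit, no genes of chromosomes X and Y, the culture number as a replicate block, and each culture left out in turn. Alternatives added after seeing the data were limma-voom, the sequencing lane as a covariate, DESeq2 with all 30 libraries or with a replicate block, removal of each library's trend with GC content, and the libraries named 0p5h in place of those named ctrl. The labels do not say whether a number marks 1 animal. Of 30 pairs of libraries with the same number, 29 deviated together from their group means with a correlation over 0.1 across 13755 genes (median 0.609, against -0.135 for other numbers). The exception was *Cacnb3-/-* culture p974s843 between ctrl and 24h (0.0746). In 10 of 10 numbers, the 3 libraries shared the same sex by *Xist* and *Ddx3y*, which random dealing of the numbers within genotype and set gave with a chance of 1e-04, the smallest these draws can give. The replicate block was first set aside for comparisons that include the exception, and was given weight there on the evidence from sex only after its counts had been seen.

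The methods were tested on simulated data with 200 changed genes, each changed by more than the 2-fold minimum of a call. Recovery of smaller changes was not tested, so the shares below do not apply to them. In the comparison of genotypes, edgeR recovered 89.5% of them in the libraries named ctrl, 91% in those named 0p5h, 97% in those named 24h and 81% with libraries summed, with 6, 4, 7 and 5 false calls, and DESeq2 recovered 92.5%, 93.5%, 98% and 88% with 14, 17, 15 and 17 false calls. A simulated trend with GC content gave 1467 false calls in edgeR, and 2 once it was removed. DESeq2 gave 10 after its removal.

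Depth per library ranged from 8237393 to 32164225 counts. GO terms were not tested, since an annotation of genes to terms was not used here. The paper's supplementary figures were not used here.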

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

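The tests of single libraries against their group and the blocked test of the change to 24h with its tests of depth and of the mitochondrial share were set before their results were seen, while the weight given to the blocked test, its test of GC content and its repeat with the libraries named 0p5h were chosen after.

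The change from the libraries named ctrl to those named 24h differed between genotypes for 16 genes in edgeR with the culture number as a replicate block, all higher in *Cacnb3-/-* than in WT BMDCs, with log2 differences from 1.38 to 2.97 and a smallest adjusted p of 0.00101 after Benjamini-Hochberg adjustment. Without the block edgeR called 0 genes, with 658 at an unadjusted p under 0.05, and DESeq2 called 0. That this comparison is unpaired is argued against for the numbers as a set. In 10 of 10 numbers the 3 libraries shared the same sex, with a chance of 1e-04 under random dealing. Pairs of ctrl and 24h other than that of culture p974s843 correlated at 0.428 to 0.759. The correlation of *Cacnb3-/-* culture p974s843 between ctrl and 24h was 0.0746, under the level of 0.1 set for pairing, and the comparison was first treated as not paired. That was changed, on the match of sex within numbers, after the count of 16 had been seen, so the count is a hypothesis and not a planned result. The genes, named after their values were seen, were *Btla*, *Slfn4*, *Ifi206*, *Ifi205*, *Oas2*, *Cxcr5*, *Plac8*, *Rtp4*, *Orm1*, *Slfn1*, *Irf7*, *Oasl2*, *Pgf*, *Il6*, *Ifi44* and *Ly6i*. *Btla* rose in 5 of 5 *Cacnb3-/-* cultures and fell in 5 of 5 WT cultures. Of 100 splits of the cultures into groups of these sizes, 2 gave as many calls with a replicate block, the real one included, and 97 gave none, which argues against chance. With each library's trend with GC content removed in the same fit, 15 of the 16 stayed called, after thinning to the lowest total 14 did, and with the log2 mitochondrial share as a term 15 did. These values argue against GC content, depth and the mitochondrial share as the whole cause. The set taken as the start matters. With the libraries named 0p5h in place of those named ctrl, which the treatment field reads as vehicle, 1 gene was called with a replicate block, although all 16 kept their direction and 15 had an unadjusted p under 0.05. This was also weighed as an explanation, and as it describes which comparison is made rather than a source of the difference, it is reported as a dependence. Without WT culture p974s855 the blocked count was 6, without *Cacnb3-/-* cultures p974s852 and p974s853 it was 8 and 6, and without *Cacnb3-/-* culture p974s865 it was 44. A response to 24 hours after ATP that depends on genotype may explain the pattern, as may a difference between cultures in the 24-hour incubation, which was not tested.

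Single libraries far from the other 4 of their group were seen in 7 of 102 groups, where chance gives about 5.1. The WT library named 0p5h of culture p974s855 had 32164225 counts, and the WT library named ctrl of culture p974s864 had 18424736. *Cacnb3-/-* culture p974s865 had 17.5 CPM of *Itpr3* in the library named 24h and 595 CPM of *Itgam* in that named ctrl. *Cacnb3-/-* culture p974s843 had 8.37 CPM of *Nr4a1* and 54.0 CPM of *Fos* in the library named 24h, and WT culture p974s864 had 45.5 CPM of *Fos* in the library named ctrl. With 7 groups against 5.1, chance is not excluded for these libraries as a set. A difference in cell state between animals stays open and was not tested.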

How the results depend on the processing

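The settings added after the data were seen are limma-voom, lane, DESeq2 with all 30 libraries or with a replicate block, removal of the trend with GC content and the libraries named 0p5h in place of those named ctrl, and the rest were set beforehand.

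Between genotypes edgeR called 0 genes in the libraries named ctrl (2161 at an unadjusted p under 0.05), 0p5h (2103) and 24h (4877) and with libraries summed (3449). These counts stayed at 0 with DESeq2's size factors in edgeR, no fold minimum, no genes of chromosomes X and Y, limma-voom, lane as a covariate (not run with libraries summed) and the trend with GC content removed in edgeR. DESeq2 called 146, 83, 606 and 251 genes, and 113, 81, 183 and 158 with the trend with GC content removed. DESeq2 with all 30 libraries called 36, 7 and 702 in the 3 sets. In the libraries named 24h, edgeR called 376 genes with no filter on low counts and 615 with all 30 libraries in one fit. The cause of these differences was not tested. Leaving out single cultures gave 0 to 249 calls in the libraries named ctrl (249 without WT culture p974s864), 0 to 0 in those named 0p5h, 0 to 1129 in those named 24h (733 without WT culture p974s864, 1129 without *Cacnb3-/-* culture p974s865) and 0 to 380 with libraries summed (380 without WT culture p974s864, 190 without *Cacnb3-/-* culture p974s865). Calls near *Cacnb3* have no value in edgeR, which called none.

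DESeq2 moved the counts for sets to 51 for WT 0p5h against ctrl (23 in edgeR), 30 for WT 24h against ctrl (2), 148 for WT 24h against 0p5h (82), 56 for *Cacnb3-/-* 0p5h against ctrl (37), 48 for *Cacnb3-/-* 24h against ctrl (0, with 1343 genes at an unadjusted p under 0.05) and 203 for *Cacnb3-/-* 24h against 0p5h (84). No fold minimum gave 38 for WT 0p5h against ctrl and 153 for WT 24h against 0p5h. All 30 libraries in one fit gave 1 for WT 24h against ctrl and 138 for *Cacnb3-/-* 24h against 0p5h, and no filter on low counts gave 26 for *Cacnb3-/-* 24h against ctrl. In the order of the DESeq2 counts above, the culture number as a replicate block gave 76, 122, 228, 82, 138 and 367 in edgeR and 67, 128, 233, 80, 150 and 331 in DESeq2. Leaving out single cultures, in fits without the block, gave 3 to 13, 0 to 2, 39 to 72, 16 to 26, 0 to 3 and 20 to 66. Each WT culture left out moved WT 0p5h against ctrl, to 6 without p974s846, 3 without p974s850 or p974s856, 12 without p974s855 and 13 without p974s864. WT 24h against 0p5h moved to 52, 39 and 46 without p974s846, p974s850 and p974s856. *Cacnb3-/-* 0p5h against ctrl moved to 23, 16 and 20 without p974s843, p974s851 and p974s853, *Cacnb3-/-* 24h against ctrl to 1 and 3 without p974s843 and p974s865, and *Cacnb3-/-* 24h against 0p5h to 20 and 30 without p974s851 and p974s853. WT 24h against ctrl had 2 calls without p974s864, of which 1 was among the first 2, and 0 without any other WT culture.

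The interaction from ctrl to 0p5h stayed at 0 calls in the settings run (30 genes at an unadjusted p under 0.05 in edgeR, 0 calls in DESeq2). That from ctrl to 24h, at 0 in edgeR (658 at an unadjusted p under 0.05) and DESeq2, gave 16 with a replicate block in edgeR, 50 with DESeq2 and a replicate block, 16 with the trend with GC content removed and a replicate block, and 1 with the libraries named 0p5h in place of ctrl and a replicate block. Leaving out single cultures gave 0 to 0 without the block. The block changed no call of the interaction from ctrl to 0p5h. For *Cacnb3-/-* 24h against ctrl and the interaction from ctrl to 24h, 1 pair, of culture p974s843, correlated at 0.0746, under the level of 0.1 set for pairing. The other 9 pairs of ctrl and 24h correlated at 0.428 to 0.759. In 10 of 10 numbers the 3 libraries shared the same sex, with a chance of 1e-04 under random dealing. These values argue against unpaired libraries for the numbers as a set, while culture p974s843 stayed under the level set. The weight given to the block was decided after its counts were seen.

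Lists adjusted over the list alone gave 7 calls in edgeR, 12 in DESeq2, and 1 to 15 without single cultures: 4 without p974s846, p974s850 or p974s843, 3 without p974s855, 1 without p974s853, 13 without p974s864 and 15 without p974s865.

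Of gene values under alternatives, 3676 kept their side of the threshold, 21 were newly past it and 41 no longer. Of the 3676, 180 changed sign, each uncalled in both fits and moved by at most 1 standard error of the first fit. A further 32 changed sign and were called in either fit or moved by more, and these are counted as reversed. With the trend with GC content removed, in edgeR and DESeq2, *P2ry10* was -0.23 and -0.23 in the libraries named ctrl, -0.17 and -0.17 in 0p5h, -0.00645 and -0.00628 in 24h and -0.13 and -0.13 with libraries summed, *P2ry14* -0.17 and -0.17, *Plcg1* 0.16 and 0.16, *Plcd1* 0.0777 and 0.0796, *Itga4* -0.18 and -0.18 in 24h and -0.21 and -0.21 summed, and *Plcb3* 0.00361 in edgeR in 24h. With a replicate block too, the interaction from ctrl to 24h was -0.15 for *Rgs2*, 0.17 for *Tob2* and 0.42 for *Pim3*. The cause was not tested. Leaving out single cultures also gave reversals, with ranges over the cultures left out of -0.21 (without p974s852) to 0.17 for *P2ry10* in the libraries named ctrl and, in those named 0p5h, -0.24 (without p974s852) to 0.16 for *P2ry10*, -0.59 (without p974s853) to 0.40 for *Plcd3* and -0.16 (without p974s865) to 0.62 for *P2ry10b*. For the change from ctrl to 24h in WT they were -0.10 (without p974s855) to 0.91 for *Nr4a1*, -1.28 to 0.0380 (without p974s864) for *Fosb* and -0.17 to 0.42 (without p974s864) for *Fos*, and in *Cacnb3-/-* -0.27 (without p974s843) to 0.24 for *Fos* and -0.54 to 0.0827 (without p974s865) for *Il1rl2*. For the interaction from ctrl to 0p5h of *Gm17024* they were -0.68 to 0.32 (without p974s843).

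Depth limits receptors with few counts. *P2rx2*, for example, had 0 to 6 reads per library.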

Differences from the paper's values

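The comparisons with DESeq2's all-library fit, limma-voom, lane and GC content below were chosen after the data were seen.

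The deposited files hold 5 libraries per genotype and set, the number that the paper gives. The enrichment scores of Fig. 3C were not recomputed. The paper states that no gene differed between genotypes at any time point. In edgeR this held at its thresholds, with 0 genes called in the libraries named ctrl, 0p5h and 24h and 2161, 2103 and 4877 at an unadjusted p under 0.05. In DESeq2, the tool in the paper's methods, it did not, with 146, 83 and 606 genes called. Of the alternatives set before the data were examined, DESeq2's size factors in edgeR, no fold minimum and no genes of chromosomes X and Y gave 0 in each set, while no filter on low counts gave 376 and all 30 libraries in one fit gave 615 in the libraries named 24h and 0 in the others. limma-voom, lane as a covariate and removal of the trend with GC content in edgeR, chosen after seeing the values, gave 0 in each set. DESeq2 with all 30 libraries, also chosen after, gave 36, 7 and 702.

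The paper states that the response to ATP does not depend on CACNB3 in its transcription. The interaction gave 0 genes in edgeR and DESeq2 for ctrl to 0p5h and for ctrl to 24h. At an unadjusted p under 0.05 edgeR found 30 and 658, where evenly spread p-values would give 673 and 677. Of 100 splits of the cultures, 41 and 3 gave as many, the real one included, with medians of 26 and 43 for the others. With the culture number as a replicate block, ctrl to 24h gave 16 genes in edgeR and 50 in DESeq2. Without single cultures the blocked count by edgeR ranged from 6 to 44. With the libraries named 0p5h in place of those named ctrl it was 1. This start, the blocked DESeq2 fit and the splits counted at an unadjusted p were chosen after the data were seen.

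The paper states that P2RX and P2RY receptors, IP_3_R and PLC isotypes, *Panx1* and, at baseline, adhesion molecules did not differ. Over all genes 0 of them passed in edgeR in any of the 4 comparisons, where 1 P2RX, 2 P2RY, 2 IP_3_R and 1 PLC gene had an unadjusted p under 0.05 in at least 1 comparison, and *Icam1* had one in the libraries named ctrl and 0p5h. Adjusted over the list alone, *Itpr1* and *Itpr3* in the libraries named 24h and *Icam1* in those named ctrl and with libraries summed passed in edgeR. Neither *Itpr1* nor *Itpr3* passed without *Cacnb3-/-* culture p974s843, p974s852 or p974s853, and only *Itpr3* without WT culture p974s846 or p974s850. With libraries summed, the log2 fold change of *Icam1* was -0.74 (standard error 0.17, adjusted p = 0.00973 over the list alone and 0.127 over all genes from edgeR with Benjamini-Hochberg adjustment), it passed over the list alone without each of the 10 cultures in turn, and DESeq2 put it under 0.05 over all genes, below 2-fold. Summed libraries include those after ATP, so this is not a test of baseline. In the libraries named ctrl alone, *Icam1* passed over the list alone without WT culture p974s864 or *Cacnb3-/-* culture p974s843. It did not pass there without any other culture. In DESeq2, *P2ry10*, *P2ry10b*, *Itpr3* and *Plcb3* in the libraries named 24h had an adjusted p under 0.05 over all genes, each below the 2-fold minimum of the paper's methods, so that they are not called there. All 30 libraries in one fit also put *P2ry10*, *Itpr1*, *Itpr3* and *Plcb3* under 0.05 and below 2-fold in the libraries named 24h. For *Panx1* the adjusted p was at least 0.120 in every alternative setting, cultures left out included. Without WT culture p974s864, *P2ry10b* in the libraries named 24h also had an adjusted p under 0.05 in edgeR (0.0497 with Benjamini-Hochberg adjustment), below 2-fold.

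For the genes of Fig. 3A, the figure shows high values at 0.5 h after ATP. They were high in the libraries named 0p5h, whose treatment field reads vehicle.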

Other observations

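The tests of *Cacnb3*, the random terms in place of lane, the calls kept once the trend with GC content was removed, the exchange of labels between cultures and the splits of the interactions counted at an unadjusted p were chosen after the result was seen, while the tests of flanking DNA, background, sex, depth, GC content, gene length, the mitochondrial share, marker lists and other splits were set before.

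Between genotypes in the libraries named 24h, DESeq2 called 606 genes and edgeR 0, with 4877 at an unadjusted p under 0.05. Of 100 splits of the 10 cultures into 5 and 5, 3 gave as many DESeq2 calls and 3 as many genes at that p in edgeR, the real one included, which argues against chance. For the libraries named ctrl, 0p5h and summed, 10, 10 and 6 splits gave as many DESeq2 calls and 8, 8 and 5 as many genes at that p in edgeR, so chance is not excluded there. The edgeR count of 0 is reached by all 100 splits in each of the 4 comparisons. Depth is argued against, since 583 genes were called after thinning every library to the lowest total and 476 of the 554 first calls tested stayed called (85.9%). Gene length is too, with 542 called after its trend was removed and 481 of 527 kept (91.3%). GC content may explain most of the calls. Log2 fold changes fell with GC content across genes (Spearman's rho -0.60, genes not independent), the rank correlation (Spearman's rho) between GC content and a library's deviation from the mean expression of each gene was 0.362 ± 0.169 in WT and -0.330 ± 0.360 in *Cacnb3-/-* libraries (SD, n = 5, exact permutation test, p = 0.0317), and once the trend was removed 183 genes were called. It is argued against as the whole cause by the 128 of 431 first calls tested that stayed called. A state that varies between cultures of one genotype and goes with the mitochondrial share may also account for part. Genes' slopes on this share within genotypes correlated with the genotype difference (r = 0.830 across 12684 genes, one-sided permutation test, p = 0.000486). In the libraries named 24h that share was 2.98 ± 1.94% in WT and 9.96 ± 5.43% in *Cacnb3-/-* cultures (SD, n = 5, exact permutation test, p = 0.0317, Benjamini-Hochberg adjusted 0.0635 over 16 tests). Averaged over the 3 libraries of each culture, it was 2.54 ± 1.57% and 7.41 ± 3.32% (SD, n = 5, exact permutation test, p = 0.0317, Benjamini-Hochberg adjusted 0.0635 over 16 tests). Lane cannot be told apart from other terms. With lane in the fit 237 genes were called, and 12 of 40 random terms of the same form left as few. Lane was first judged to explain the calls, and the random terms were added after that. More macrophage-like cells were not seen (exact permutation test, p = 0.532, Benjamini-Hochberg adjusted 0.897 over 9 tests), nor more granulocytes (exact permutation test, p = 0.738), nor fewer DC-like cells (exact permutation test, p = 0.690). These are means of lists whose members went both ways, so they leave a change in these cells open. A genotype effect on BMDCs stays open.

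DNA flanking the targeted locus is argued against for the calls with libraries summed. DESeq2 genes with an adjusted p under 0.05 lay within 10 Mb of *Cacnb3* no more often than elsewhere (odds ratio 0.859, Fisher's exact test, p = 0.759). The paper's methods give C57BL/6J for WT and C57BL/6N for *Cacnb3-/-* mice. A difference of substrain that separates the genotypes throughout is argued against by *Nnt*, at 8.39 ± 1.42 CPM in WT and 8.63 ± 1.01 CPM in *Cacnb3-/-* cultures, and *Wdfy1*, at 41.4 ± 17.1 and 49.7 ± 22.3 CPM (SD, n = 5, adjusted p = 0.942 and 0.771 from DESeq2 with Benjamini-Hochberg adjustment). *Wdfy1* varied within both genotypes, with 12.5 CPM in WT culture p974s856, 17.4 CPM in *Cacnb3-/-* culture p974s865 and 41.4 to 77.8 CPM in the others, so a mix of backgrounds between cultures stays open. *Entpd4* and *Entpd4b* were also listed for this difference of substrain, and no values are given for them here. Sex is argued against, since 2 cultures of each genotype had more *Xist* than *Ddx3y* and 0.797% of calls lay on chromosomes X and Y, where 3.21% of tested genes lie. In the libraries named 24h these shares were 3.96% of DESeq2 calls and 3.13% of tested genes. Of 100 splits, 6 gave as many DESeq2 calls with libraries summed, so chance is not excluded.

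Reads were counted on *Cacnb3* in libraries labelled *Cacnb3-/-*, at 71.3% of the WT mean. A swap of labels between genotypes is argued against as the whole cause, since the lowest of all 30 libraries had 572 CPM and none lacked the gene. Reads of other β subunits are argued against by their sum, at most 47.7 CPM in a library. A transcript of the targeted allele that lacks the deleted part could give such reads, and this cannot be told apart from an intact transcript without counts per exon. The lower level itself may follow from GC content, since its log2 fold change in the libraries named 24h moved from -0.77 to -0.23 once the trend was removed. Fewer cells with high *Ccr7* stay open too. The log2 ratio of *Cacnb3* to *Ccr7* was -1.81 ± 0.41 in WT and -1.65 ± 0.20 in *Cacnb3-/-* cultures (SD, n = 5, exact permutation test, p = 0.429). With so few cultures, a difference not seen does not show equal levels, so this does not decide it. Fewer DC-like cells cannot be told apart from these. Relative to the mean of a marker list *Cacnb3* was lower (exact permutation test, p = 0.00794), but the members of the list went both ways in the libraries named 24h, as *Ccr7* with a log2 fold change of -0.80 and *Kmo* with one of 1.31, so that this mean decides nothing.

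Without WT culture p974s864 or *Cacnb3-/-* culture p974s865, edgeR called more genes between genotypes, 733 and 1129 in the libraries named 24h. An exchange of these labels was singled out after those counts were seen and after all 25 exchanges of a WT with a *Cacnb3-/-* culture had been explored, and it cannot be told apart from other causes. With these labels exchanged edgeR called 543 genes with libraries summed and 776 in the libraries named 24h, the most of the 25 exchanges in both. With the labels as given it called 0 and 0, with 3449 and 4877 at an unadjusted p under 0.05, and DESeq2 called 251 and 606. *Cacnb3* separated the genotypes fully as labelled (exact permutation test, p = 0.00794) and not with these labels exchanged (exact permutation test, p = 0.389). Any exchange must weaken a full separation, so the second p-value decides nothing. The culture means, at 1598 CPM in p974s864 and 941 CPM in p974s865, go with the labels as given. In the libraries named 24h, culture p974s865 had a mitochondrial share of 3.21% and a rank correlation with GC content of 0.295. The other *Cacnb3-/-* cultures had 6.00 to 16.5% and -0.590 to -0.364. An exchange and a difference in state between cultures both allow this. Other causes stay open.

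For comparisons of sets, splits of 100 with as many calls in edgeR, the real one included, were 6 for WT 0p5h against ctrl, 4 for WT 24h against ctrl, 3 for WT 24h against 0p5h, 4 for *Cacnb3-/-* 0p5h against ctrl, 100 for *Cacnb3-/-* 24h against ctrl and 5 for *Cacnb3-/-* 24h against 0p5h. Chance is excluded at 1 in 20 for those with 3 or 4. The splits were drawn without regard to the culture number, and every other split with calls, with up to 732 for WT 0p5h against ctrl, kept both libraries of at least 1 number together and so compared cultures as well as sets. The counts of 6 and 5 do not exclude chance by themselves, but the other genotype argues against it. Of 42 genes called in either genotype from ctrl to 0p5h and tested in both, 41 were higher and 1 was lower in both, and from 0p5h to 24h 38 genes were called in both. Among the 11 splits that part all 5 numbers, too few to reach 1 in 20, the real one alone had calls in the comparisons with calls. For both interactions without a block all 100 splits gave as many calls, which were 0 in edgeR (30 and 658 genes at an unadjusted p under 0.05) and in DESeq2, so this count says nothing. At that p, 41 splits gave as many genes for ctrl to 0p5h, where chance is not excluded, and 3 did for ctrl to 24h (median of the others 43), which argues against chance. With a replicate block, 2 splits gave as many for ctrl to 24h.

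Among the adhesion molecules in the libraries named 24h, *Icam1* reached 494 ± 117 CPM in WT and 225 ± 123 CPM in *Cacnb3-/-* BMDCs (SD, n = 5), a log2 fold change of -1.12 (standard error 0.35, adjusted p = 0.0538 over all genes from edgeR with Benjamini-Hochberg adjustment). It passed over the list alone in edgeR, as did *Cd44* (log2 fold change 0.65, standard error 0.18, adjusted p = 0.0515 over all genes from edgeR with Benjamini-Hochberg adjustment). *Itgam*, which encodes CD11b, did not (log2 fold change 0.69, standard error 0.28, adjusted p = 0.0931 over all genes by the same test), but passed over the list alone in DESeq2, with no filter on low counts, and in edgeR without WT culture p974s856 or *Cacnb3-/-* culture p974s852. DESeq2, no filter on low counts and all 30 libraries in one fit called *Icam1* over all genes. DESeq2 and all 30 libraries in one fit also put *Cd44* under 0.05, below 2-fold. Over 11 alternative settings the adjusted p of *Icam1* over all genes ranged from 0.00142 to 0.136. Over the list alone neither *Icam1* nor *Cd44* passed in edgeR without WT culture p974s855 or *Cacnb3-/-* culture p974s853, and *Icam1* did not without WT culture p974s856. Without WT culture p974s864 or *Cacnb3-/-* culture p974s865 edgeR called *Icam1* over all genes, at log2 fold changes of -1.21 and -1.37, and *Cd44* had an adjusted p of 0.0377 and 0.0118, below 2-fold.

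Total counts per culture averaged 21778567 in WT and 16636617 in *Cacnb3-/-* (exact permutation test, p = 0.0397, Benjamini-Hochberg adjusted 0.0635 over 16 tests). *Nt5e*, which encodes an ectonucleotidase, passed over its list alone in the libraries named 24h (log2 fold change 1.06, adjusted p = 0.0469 over the list alone and 0.0689 over all genes from edgeR with Benjamini-Hochberg adjustment). DESeq2 called it over all genes (log2 fold change 1.04, adjusted p = 0.0286 with Benjamini-Hochberg adjustment), and over 11 alternative settings its adjusted p ranged from 0.0286 to 0.137. When single cultures were left out, it passed over its list alone without WT culture p974s856 or p974s864 or *Cacnb3-/-* culture p974s852 and not without any other culture. Without WT culture p974s864, *Entpd1* of the same list passed over all genes in the libraries named ctrl (log2 fold change 1.34, adjusted p = 0.0343 from edgeR with Benjamini-Hochberg adjustment) and with libraries summed (1.10, adjusted p = 0.0457 from the same test).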
